# Characterization of the Menin-MLL Interaction as Therapeutic Cancer Target

**DOI:** 10.3390/cancers12010201

**Published:** 2020-01-14

**Authors:** Krzysztof Brzezinka, Ekaterina Nevedomskaya, Ralf Lesche, Andrea Haegebarth, Antonius ter Laak, Amaury E. Fernández-Montalván, Uwe Eberspaecher, Nicolas D. Werbeck, Ursula Moenning, Stephan Siegel, Bernard Haendler, Ashley L. Eheim, Carlo Stresemann

**Keywords:** chemical probe, menin-MLL, target validation, cancer, solid tumor

## Abstract

Inhibiting the interaction of menin with the histone methyltransferase MLL1 (KMT2A) has recently emerged as a novel therapeutic strategy. Beneficial therapeutic effects have been postulated in leukemia, prostate, breast, liver and in synovial sarcoma models. In those indications, MLL1 recruitment by menin was described to critically regulate the expression of disease associated genes. However, most findings so far rely on single study reports. Here we independently evaluated the pathogenic functions of the menin-MLL interaction in a large set of different cancer models with a potent and selective probe inhibitor BAY-155. We characterized the inhibition of the menin-MLL interaction for anti-proliferation, gene transcription effects, and for efficacy in several in vivo xenografted tumor models. We found a specific therapeutic activity of BAY-155 primarily in AML/ALL models. In solid tumors, we observed anti-proliferative effects of BAY-155 in a surprisingly limited fraction of cell line models. These findings were further validated in vivo. Overall, our study using a novel, highly selective and potent inhibitor, shows that the menin-MLL interaction is not essential for the survival of most solid cancer models. We can confirm that disrupting the menin-MLL complex has a selective therapeutic benefit in MLL-fused leukemia. In solid cancers, effects are restricted to single models and more limited than previously claimed.

## 1. Introduction

Menin is a scaffold protein encoded by the multiple endocrine neoplasia type 1 (MEN1) gene. Mutations of menin cause a hereditary autosomal dominant tumor syndrome (MEN1 syndrome) leading to tumorigenesis in multiple endocrine organs [1,2]. In humans, menin shows no homology to other known proteins and its precise function is still poorly understood. Significant efforts have therefore been made to identify interacting proteins which might allow for a better understanding of the physiological and tumor-specific functions of menin [2,3,4]. In the nucleus, menin associates with different proteins that activate or repress the transcription of genes involved in multiple cellular processes. Interaction of menin with the JUN family transcription factor JunD has been demonstrated to inhibit transcription of specific target genes. Several MEN1 missense mutations disrupting menin–JunD interaction were identified, suggesting that the tumor-suppressive function of menin in the MEN1 syndrome is connected with the regulation of JunD-target genes [5]. Menin can alternatively interact through the same binding pocket with mixed-lineage leukemia 1 (MLL1/KMT2A/MLL), a histone H3 lysine 4 methyltransferase [4,5]. MLL1 functions as a general transcriptional activator for different gene regulation pathways [6]. In MLL-fused leukemia, which is characterized by different chromosomal translocations at 11q23, menin is essential for maintenance of MLL-associated myeloid transformation. The aberrant gene expression program mediated by the MLL-fusion is abrogated when menin function is reduced in genetic knock-down experiments [7]. Furthermore, other studies recently described important roles of the interaction of menin with MLL in breast cancer, prostate cancer, synovial sarcoma and hepatocellular carcinoma [8,9,10,11]. In breast cancer, a direct interaction of menin with the estrogen receptor (ER) in a hormone-dependent way was described. This interaction promotes MLL recruitment, increased H3K4 methylation and elevates the expression of estrogen target genes [8,12,13]. Furthermore, genetic silencing or chemical inhibition of menin has been shown to reduce proliferation of ER+ breast cancer cell lines via down-regulation of a cancer-specific gene expression program including the estrogen receptor gene (ESR1) itself [8]. In prostate cancer, menin has been identified as an important co-factor for androgen receptor (AR) signaling by direct interaction with the N-terminal domain of the AR and recruitment of the MLL histone methyltransferase activity [9]. Inhibition of menin-MLL interaction with a first generation small-molecule inhibitor showed impaired AR signaling and inhibited the growth of castration-resistant tumors in xenograft experiments in mice [9].

Moreover, menin was linked in miscellaneous studies to different cancer-associated pathways due to its interaction with Akt1, FOXO1, c-Myc or vimentin [14,15,16,17]. These specific interactions result in the regulation of several cancer-relevant phenotypes, so that the interest to explore menin as a potential therapeutic target has recently risen. In this context, it was discussed that interference with the protein-protein interaction surface might be a valid approach to develop small-molecule menin inhibitors [18]. In recent years, several reversible and irreversible small-molecule menin inhibitors (such as MI-503, M-525, MI-136 or MI-2) were reported and used to explore the role of menin in different cancer indications [9,10,13,19,20,21,22,23,24,25]. Nevertheless, an improved chemical probe inhibitor is highly desirable to confirm these findings and further explore the role of menin as a potential cancer target.

Here, we characterize BAY-155 as a novel, potent and selective menin-MLL tool inhibitor [26,27]. We profiled BAY-155 in a large cell line panel for its anti-proliferative activity. Furthermore, we analyzed global gene expression effects in different cancer cells to explore transcriptional effects. Finally, we evaluated the translation to in vivo efficacy in several xenograft models. Overall, we confirmed in our study the important role of menin in MLL-fusion driven leukemia. On the other hand, the activities of BAY-155 in other solid cancer models did not translate into significant anti-proliferative effects. Overall, we conclude that the impact of disrupting the menin-MLL interaction might be restricted to less cancer types than previously reported.

## 2. Results

### 2.1. Characterization of Menin-MLL Tool Inhibitor BAY-155

In search for an optimal chemical probe, we aimed for novel menin inhibitors with potencies and DMPK properties superior to MI-503, which is often used in other studies as the menin-MLL tool inhibitor. Our first approach was to substitute the amino-piperidine moiety of the linker region of MI-503 with suitable spirocyclic amines to obtain optimal binding to the menin protein-protein interaction surface. Supported by docking studies (Figure 1A), we were able to identify several spirocyclic menin inhibitors with increased potency [27,28]. Among these, BAY-155 appeared as the most promising menin inhibitor compared to several other potent spirocyclic amines identified during our optimisation studies.

To better assess the properties of BAY-155, we compared it head-to-head with MI-503 (Figure 1B). First, we compared the compounds ability to interfere with menin-MLL binding in a TR-FRET assay and observed BAY-155 to have an inhibitory IC_50_ of 8 nM, which was 10-fold better compared to that of MI-503. BAY-155 and MI-503 binding to menin was further characterized by an orthogonal biophysical binding assay using Isothermal Titration Calorimetry (ITC) experiments. These experiments confirmed a direct 1:1 binding of BAY-155 to menin with a stoichiometry factor of N = 1.06 and a nanomolar binding affinity with a K_D_ of 75 nM. The MI-503 compound showed comparable binding properties with a K_D_ of 94 nM (Supplementary Materials Figure S1). Higher potency of BAY-155 translated into improved proliferation inhibition of the MV4;11 and MOLM-13 MLL-rearranged AML cell lines by 2.8 and 6.3-fold, respectively. Interestingly, when testing proliferation inhibition in the non-rearranged AML and B-Cell ALL models HL60 and Jurkat, BAY-155 showed a 13- to 16-fold increased IC_50_ in comparison to MI-503. As for DMPK properties, BAY-155 showed high metabolic stability in rat hepatocytes (CL_blood_ = 1.1 L/h/kg), which translated to an improved maximal bioavailability of 77% in vitro and 15.3% in vivo in comparison to MI-503 (48% and 2.7%). BAY-155 also had a significantly improved Caco2 permeability (26.4 nm/s vs. 0 nm/s for MI-503), which overall, makes it a suitable tool inhibitor for in vivo applications, which can be applied orally. In contrast to MI-503, BAY-155 showed no inhibition of CYP enzymes.

Next we determined whether the improved potency of BAY-155 translated into enhanced cellular mechanistic effects. Activities of menin-MLL inhibitors have so far been robustly validated in MLL-fused AML/ALL cancer cell line models. We therefore tested the impact of BAY-155 and MI-503 on the expression of the stemness-associated gene *MEIS1* and the differentiation genes *MNDA* and *CD11b* in MLL-rearranged MV4;11 and MOLM-13 cells (Figure 1C,D). Indeed, the increased potency of BAY-155 led to a stronger expression down-regulation of the *MEIS1* gene and up-regulation of *CD11b* and *MNDA* genes, in comparison to the effects of MI-503. Additionally, we assessed the selectivity profile of BAY-155 and MI-503 in a panel of assays covering numerous safety pharmacology-relevant targets including G-protein coupled receptors (GPCRs), ion channels and transporters. We observed that BAY-155 had a significantly enhanced selectivity profile in this assay panel compared to MI-503. Treatment with 10 µM BAY-155 inhibited only 7 of the tested proteins by ≥ 50%. Whereas, MI-503 tested at the same concentration inhibited 28 of them (Figure 1E).

MI-503 treatment has previously been reported to reduce menin protein levels in synovial sarcoma models [11]. We performed similar studies with BAY-155 to identify potential differences between both inhibitors (Supplementary Materials Figure S2). We observed that both MI-503 and BAY-155 were able to reduce menin protein levels in a time- and concentration-dependent manner in VCaP cells (Supplementary Materials Figure S2A,B). The effects were slightly stronger for BAY-155 and observed in several cell models (Supplementary Materials Figure S2C). We were able to confirm that these effects were dependent on the proteasomal degradation pathway since treatment with MG-132 fully rescued the menin protein level (Supplementary Materials Figure S2D). Overall, we uncovered several improved properties of BAY-155 in comparison to MI-503, which prompted us to use BAY-155 as a tool inhibitor for a broad and independent exploration of the therapeutic potential of menin-MLL inhibition.

### 2.2. Evaluation of Anti-Proliferation Effects after Menin-MLL Inhibition in a Large Cancer Cell Line Panel 

In order to test for general anti-proliferative effects of menin-MLL inhibition, we determined the effect of BAY-155 on 401 cancer cell lines derived from 28 tissues of origin (Figure 2). For the analysis of the results, we defined effects occurring at an IC_50_ below 5 µM as being significant. The cell line panel screen showed that inhibition of menin-MLL did not lead to significant anti-proliferation effects (IC_50_ for BAY-155 above 10 µM) in the vast majority of tested cell line models. Nevertheless, 26% of blood cell-derived models (n = 73) and 30% of liver-derived models (n = 33) showed reduced proliferation after BAY-155 treatment. Among the blood cancer cell lines, all tested MLL-AF4, MLL-AF9 and MLL-TD leukemia cell lines were sensitive to BAY-155. Furthermore, our data support previous results generated after MEN1 knock-out in the Project Achilles data where multiple myeloma and leukemia cells were found to be the most sensitive (Supplementary Materials Figure S3) [29]. In addition, a few responding cell lines derived from different cancers were identified. Interestingly, the proliferation of cancer models originating from breast, prostate or bone, which were previously reported to be sensitive to MI-503, was not affected by BAY-155 treatment.

### 2.3. Gene Expression Effects after Menin-MLL Inhibition in Cancer Models beyond AML/ALL

According to previous reports, menin-MLL interaction plays a role in multiple cancers due to epigenetic transcriptional regulation and to an essential co-factor role for a number of important master regulators such as AR or ER [8,9]. Therefore, we investigated the gene expression effects of BAY-155 in 13 cancer cell lines to better understand the possible global impact of menin-MLL inhibition. To this end, we performed RNA-seq studies in colorectal (SW1463, LoVo, DLD-1), prostate (22RV1, LNCaP, VCaP), pancreas (PANC-1, MiaPaCa2), breast (BT-474, ZR-75-1, MCF7), bladder (JMSU-1) and kidney (G401) tissue derived cancer cell lines. 

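The RNA-seq set held 86 samples of 13 cell lines. For 10 lines, 3 samples treated with 5 µM BAY-155 for 48 h were set against 3 samples treated with the solvent DMSO. LNCaP, VCaP and MCF7 cells had 3 arms, DMSO, hormone, and BAY-155 with hormone. The hormone was given for a further 12 h after the 48 h, so these lines were treated longer. For them BAY-155 with hormone was compared with hormone alone, again 3 samples against 3. Poly(A) RNA libraries were made with a stranded kit and sequenced on a HiSeq2500 with single reads of 50 bases, and the authors aligned the reads to GRCh38 with STAR. Genes were then counted with RSEM, which divides a read that fits several genes among them, so the deposited values are expected counts and 24.5% of the values above 0 are not whole numbers. The total per sample lay between 13616294 and 25877041 counts with a median of 20538942. Medians of the 29 groups ranged from 17036297 counts for 22RV1 with DMSO to 23537285 counts for LoVo with DMSO. Counts were rounded, and the 16060 protein-coding genes with more than 10 counts in more than 3 of the 86 samples were tested, which held 96.2 to 98.4% of each sample's counts. Each line was fitted on its own with edgeR's quasi-likelihood test after TMM normalization. A gene was called higher or lower at an adjusted p under 0.1 (Benjamini-Hochberg) and an absolute log2 fold change over 1, the thresholds of Figure 3A, and for single genes and list members the words rose and fell refer to the adjusted p alone. Levels are given as CPM with library sizes scaled by TMM. The 28 lists of 431 genes, such as those of cholesterol synthesis or mitosis, were tested with camera, which asks whether a list moved further than the other expressed genes, with its preset correlation between genes of 0.01 and an adjusted p under 0.05 over all lists and comparisons. A supplementary legend of the paper calls the replicates of its hormone target figure biological, the sample labels only number them, and neither describes separate cultures, so the p-values measure the spread between samples. In 5 lines, PANC-1, MiaPaCa2, SW1463, BT-474 and ZR-75-1, samples with the same replicate number deviated from their group means together, with correlations of 0.12 to 0.80, and for these lines the value with the replicate number as a block is given where it differs. This does not establish a pairing. In MiaPaCa2 only 1 of 3 BAY-155 samples correlated best with its own number, and in the others 2 of 3. Elsewhere samples of 1 number also deviated in opposite ways, with correlations down to -0.82 in LNCaP and -0.54 in G401. The sample labels spell ZR-75-1 as ZR-7-51.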

Menin-MLL inhibition by BAY-155 treatment resulted in moderate expression changes of 10 to 665 genes (log2FC > 1, FDR < 0.1) in a cell line-dependent manner (Figure 3A). 

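In G401 kidney cancer cells, BAY-155 lowered the genes of the amino acid response, which cells turn on through the transcription factor ATF4 when amino acids run short. CHAC1, an enzyme that degrades glutathione, fell from 61.9 ± 8.29 CPM (SD, n = 3) to 1.47 ± 0.259 CPM (SD, n = 3), and DDIT3 (ENSG00000175197.12, chromosome 12 of GRCh38 from 57516588 to 57521737), which encodes the stress factor CHOP, fell from 67.3 ± 0.885 CPM (SD, n = 3) to 11.9 ± 0.819 CPM (SD, n = 3). All 19 members of this list fell in G401, with a median log2 fold change of -1.43 (19 lower when adjusted over the list alone, and adjusted p = 5.26e-78 from limma's camera). DLD-1 colorectal cells lost growth-induced early genes. Their EGR1 level went from 606 ± 47.6 CPM (SD, n = 3) to 228 ± 57.3 CPM (SD, n = 3), and 11 of 14 genes of the AP-1 and immediate early list fell while none rose (11 lower when adjusted over the list alone), among them JUN (-1.55, standard error 0.18) and FOS (-1.29, standard error 0.13). For the whole list camera gave an adjusted p of 1.11e-09, but the adjusted p = 0.304 with an estimated correlation.
In 22RV1 prostate cells, PDK4 (1.70, standard error 0.05), a kinase that restrains glucose oxidation, and CGA (2.27, standard error 0.12), the alpha chain of glycoprotein hormones, rose, and POLD1, the catalytic subunit of DNA polymerase delta, fell from 27.0 ± 12.5 CPM (SD, n = 3) to 11.0 ± 0.211 CPM (SD, n = 3). LoVo colorectal cells raised FGFBP1, a carrier of fibroblast growth factors, with a log2 fold change of 2.27 (standard error 0.07, adjusted p = 2.85e-06 from edgeR). In BT-474 breast cells the acetyl-CoA synthetase gene ACSS2 had the log2 fold change of 1.30 (standard error 0.09, adjusted p = 0.00137 from edgeR). MiaPaCa2 pancreatic cells lowered OAS3, an antiviral enzyme induced by interferon, with a log2 fold change of -1.42 (standard error 0.11, adjusted p = 2.76e-04 from edgeR).
Over the 13 lines, between 0 and 721 genes passed the thresholds. JMSU-1 and G401 had the most, with 721 and 585. LNCaP (344), VCaP (355), PANC-1 (363), MCF7 (317), MiaPaCa2 (305), DLD-1 (257) and 22RV1 (242) lay between, and LoVo (33) and BT-474 (28) had few. No gene passed in SW1463 or ZR-75-1 with edgeR, where 2279 and 1587 genes had an unadjusted p under 0.05, and DESeq2 called 55 and 13 genes. With the replicate number as a block, edgeR called 346 genes in SW1463, 79 in ZR-75-1 and 77 in BT-474. Single libraries moved several counts. Leaving out DMSO replicate 1 gave 702 genes in SW1463 and leaving out DMSO replicate 2 gave 1, and leaving out BAY-155 replicate 1 or 2 gave 151 or 3 in ZR-75-1. In MCF7, 150 genes were left without E2 replicate 3 and 198 without BAY-155 replicate 3, in 22RV1 114 without BAY-155 replicate 3, and in DLD-1 167 without BAY-155 replicate 1. In MiaPaCa2 the count was 202 without DMSO replicate 2, 185 without DMSO replicate 3 and 195 without BAY-155 replicate 3. In BT-474 it was 12 without DMSO replicate 3 and 10, 11 and 10 without BAY-155 replicates 1, 2 and 3. In LoVo it was 19 without DMSO replicate 1, 56 without DMSO replicate 3, and 19 without BAY-155 replicate 2 or 3.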

In view of the reported role of MLL1 as a co-activator of gene expression it was surprising to find that inhibition by BAY-155 led predominantly to up-regulation of genes (Figure 3A, red bars). 

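Genes of the lysosome rose as a list in 10 lines and fell in MiaPaCa2, and genes of antigen presentation by MHC class I rose in 8 lines and fell in MiaPaCa2, calls of which the lysosome rise in LNCaP alone passed with an estimated correlation. In JMSU-1, 14 of 22 lysosome genes rose and none fell (17 higher when adjusted over the list alone), with NEU1 (0.89, standard error 0.07), a sialidase, and CTSA (0.69, standard error 0.06), a protease that protects it, as examples. Among 12 genes of antigen presentation in JMSU-1, 11 rose, also when adjusted over the list alone, among them HLA-B (0.98, standard error 0.08) and TAP1 (0.67, standard error 0.08), which carries peptides to MHC molecules. Genes of mitosis moved the other way, falling in 8 lines and rising in G401, and passed in none of them with an estimated correlation. In PANC-1, 19 of 20 fell (20 lower when adjusted over the list alone), with UBE2C, a ubiquitin enzyme of mitotic exit, at 64.7 ± 3.42 CPM (SD, n = 3) with DMSO and 31.1 ± 1.75 CPM (SD, n = 3) with BAY-155. The DNA replication genes fell in 6 lines and rose in DLD-1, MCF7 and VCaP, and passed in 22RV1 alone with an estimated correlation. In 22RV1, 17 of 18 fell (18 lower when adjusted over the list alone), among them MCM3 (-0.61, standard error 0.05) and UHRF1 (-1.00, standard error 0.09).
These list calls come from camera with the preset correlation. With a correlation estimated from the residuals, the adjusted p was under 0.05 for the lysosome list in LNCaP (adjusted p = 0.0250) and for DNA replication in 22RV1 (adjusted p = 0.0140). Among the remaining calls it ran from adjusted p = 0.202 to 0.594 for the lysosome list with an estimated correlation, from 0.276 to 0.593 for antigen presentation, from 0.153 to 0.634 for mitosis and from 0.0559 to 0.594 for DNA replication. In SW1463 the calls of mitosis and DNA replication ended with the replicate block, at an adjusted p of 0.0533 and 0.0821.
Counted gene by gene, 7 of the 13 lines had more genes higher than lower, 4 had more lower, and SW1463 and ZR-75-1 had none of either with edgeR (1587 and 2279 genes at an unadjusted p under 0.05 in ZR-75-1 and SW1463, and 13 and 55 genes called by DESeq2). An exact two-sided binomial test on the 11 lines that differ gave p = 0.549, and 10 of 13 lines had more genes higher when all samples were fitted together (exact two-sided p = 0.0386 without the tie). With DESeq2 and with the replicate block 9 lines had more genes higher and 4 more lower (exact two-sided p = 0.267). SW1463 had 321 higher and 25 lower with the block and 52 and 3 with DESeq2, and ZR-75-1 had 64 and 15 with the block and 7 and 6 with DESeq2. Summed over the lines, 2123 calls were higher and 1427 lower. In MiaPaCa2, 49 genes were higher and 256 lower. With the block 83 were higher there. Leaving out DMSO replicate 1 gave 90 higher there, DMSO replicate 3 30 higher and 185 in all, DMSO replicate 2 168 lower, BAY-155 replicate 1 30 higher, and BAY-155 replicate 3 159 lower.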

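Bladder cancer cells of the line JMSU-1 lost most of their message for PD-L1, the ligand that restrains T cells. CD274 (ENSG00000120217.13, chromosome 9 of GRCh38 from 5450503 to 5470566) fell from 157 ± 12.0 CPM (SD, n = 3) with DMSO to 21.4 ± 1.14 CPM (SD, n = 3) with BAY-155, a log2 fold change of -2.87 (standard error 0.07, adjusted p = 8.41e-08 from edgeR's quasi-likelihood test). ALCAM, a cell adhesion molecule, fell from 1105 ± 76.0 CPM (SD, n = 3) to 360.4 ± 2.79 CPM (SD, n = 3), and the growth factor gene FGF1 had a log2 fold change of -1.77 (standard error 0.07, adjusted p = 6.68e-07 from edgeR). Rises were led by SLC14A1, a urea transporter, from 2.41 ± 0.207 CPM (SD, n = 3) to 21.7 ± 2.69 CPM (SD, n = 3), and included NTRK2, a neurotrophin receptor, with a log2 fold change of 2.76 (standard error 0.15, adjusted p = 4.08e-06 from edgeR), and TNFRSF1B (2.30, standard error 0.08), a receptor of tumor necrosis factor. Of 17 interferon-stimulated genes, 12 rose and none fell in JMSU-1 (13 higher and 1 lower when adjusted over the list alone), among them MX1 (1.23, standard error 0.19) and OAS3 (0.65, standard error 0.08), with an adjusted p of 3.30e-04 from camera, and adjusted p = 0.140 with an estimated correlation. In all, 587 genes were called higher and 134 lower in JMSU-1.
In the pancreatic line PANC-1, genes of cholesterol synthesis and uptake rose together. HMGCR (ENSG00000113161.15, chromosome 5 of GRCh38 from 75336329 to 75364001), the rate-limiting enzyme of the pathway, went from 103 ± 7.32 CPM (SD, n = 3) to 286 ± 11.6 CPM (SD, n = 3), a log2 fold change of 1.47 (standard error 0.07, adjusted p = 2.91e-06 from edgeR). Of 24 measured members of the list, 23 rose and none fell, also when adjusted over the list alone, among them INSIG1 (1.78, standard error 0.06), a sterol sensor, and ACAT2 (1.90, standard error 0.07). Outside the list, the cytokine receptor gene IL21R had a log2 fold change of 3.72 (standard error 0.31, adjusted p = 1.50e-04 from edgeR) and SLCO4C1, an organic anion transporter, had a log2 fold change of 3.07 (standard error 0.13, adjusted p = 2.09e-06 from edgeR). ELOVL2, an enzyme that lengthens polyunsaturated fatty acids, fell from 61.2 ± 2.71 CPM (SD, n = 3) to 18.9 ± 1.56 CPM (SD, n = 3), and ANGPTL4, a secreted inhibitor of lipoprotein lipase, had a log2 fold change of -1.55 (standard error 0.17, adjusted p = 5.32e-04 from edgeR). The calls were 300 higher and 63 lower in PANC-1, and 367 higher and 96 lower with the replicate number as a block.
The breast cancer line ZR-75-1 had no call with edgeR, where the count at an unadjusted p under 0.05 was 1587, and 7 higher and 6 lower with DESeq2. The replicate block gave 64 higher and 15 lower there, and the fit without BAY-155 replicate 1 141 higher and 10 lower (1 higher and 2 lower without BAY-155 replicate 2).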

More specifically we observed 665 genes to be differentially expressed in the strongest responding bladder cancer cell line JMSU-1, 346 genes in PANC-1, representing an example for a more intermediate response, and 10 genes in ZR-75-1 (Figure 3A). Due to the reported lack of menin protein expression in ZR75-1 [8], we concluded that most observed gene expression effects caused by BAY-155 were specific events linked to menin-MLL inhibition.

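In ZR-75-1, the mRNA of MEN1, which encodes menin, was low but present. MEN1 (ENSG00000133895.14, chromosome 11 of GRCh38 from 64803510 to 64811294) stood at 14.6 ± 0.786 CPM (SD, n = 3) with DMSO, the lowest of the 13 lines, and at 17.3 ± 3.07 CPM (SD, n = 3) with BAY-155, a log2 fold change of 0.24 (standard error 0.14, adjusted p = 0.545 from edgeR). The control levels of the other lines ran from 31.6 ± 4.69 CPM (SD, n = 3) in JMSU-1 with DMSO to 121 ± 4.35 CPM (SD, n = 3) in VCaP with R1881. The control of VCaP, LNCaP and MCF7 was the arm with hormone alone. BAY-155 changed MEN1 at an adjusted p under 0.1 in G401, with a log2 fold change of -0.25 (standard error 0.09, adjusted p = 0.0788 from edgeR), and in 22RV1, with -0.35 (standard error 0.10, adjusted p = 0.0384 from edgeR). The MEN1 change in G401 did not pass edgeR without DMSO replicate 2 or 3 (adjusted p = 0.222 and 0.113) or BAY-155 replicate 2 or 3 (0.180 and 0.221), nor that in 22RV1 without BAY-155 replicate 1 or 3 (0.110 and 0.182). KMT2A, the gene of MLL1, was at 113 ± 12.5 CPM (SD, n = 3) in ZR-75-1 controls and had a log2 fold change of -0.04 (standard error 0.09, adjusted p = 0.899 from edgeR). The list of menin and its partners did not pass camera in any of the 13 lines, nor did the lists of other KMT2 and repressive complex genes, of leukemia readout genes such as MEIS1, or of menin-linked cell cycle inhibitors. Camera tests a shift of a list in 1 direction, and opposite changes of members would cancel. The leukemia readout list joins MEIS1 with MNDA and ITGAM (CD11b). In the paper's MLL-rearranged leukemia cells BAY-155 lowered MEIS1 and raised MNDA and CD11b. The lists of menin partners and of KMT2 and repressive complex genes also mix activating and repressive members, so these results do not speak for single genes.
Gene lists moved in ZR-75-1 by small amounts, while no single member passed the test over all genes in the fit without a block. With the replicate block, 1148 genes were higher and 402 lower in ZR-75-1 at an adjusted p under 0.1 from edgeR. Estrogen-induced genes were higher as a list, with a median log2 fold change of 0.16 and 7 of 22 higher when adjusted over the list alone (adjusted p = 5.79e-06 from camera and adjusted p = 0.175 with an estimated correlation). Amino acid response genes were higher with a median of 0.25 and 9 of 18 higher when adjusted over the list alone (adjusted p = 1.76e-09 from camera and adjusted p = 0.103 with an estimated correlation).
Over the 13 lines, a relation of the control level of MEN1 to the number of genes called could not be told. The control level was that with hormone alone in VCaP, LNCaP and MCF7 and with DMSO in the others. The Pearson r was 0.0203 (permutation p = 0.946) and the Spearman rho 0.044 (permutation p = 0.889). Without VCaP and ZR-75-1, the lines farthest from the median, r was -0.373. This was the first of 4 such relations, with counts by adjusted p alone, by DESeq2 or from 1 fit of all samples, and the smallest of their Benjamini-Hochberg adjusted p was 0.935. The menin protein was not analysed here. From the few changes in ZR-75-1 and the reported lack of menin protein in it, the paper concludes that most expression effects of BAY-155 were specific to menin-MLL inhibition.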

To evaluate a general overarching role of menin in transcriptional regulation, which has been for instance reported for the Hox gene cluster [30], we assessed the overlap between differentially expressed genes in different cell lines (Figure 3B). We observed a significant drop in the number of overlapping up-regulated or down-regulated genes, when 2 cell line models were compared. 

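CCN2, a secreted factor induced by YAP and TGF-beta, is an example of a gene lowered in more than 1 line, with a log2 fold change of -1.24 (standard error 0.06, adjusted p = 1.62e-06 from edgeR) in G401 and a log2 fold change of -1.80 (standard error 0.13, adjusted p = 8.83e-04 from edgeR) in DLD-1. Of 2767 genes called in at least 1 line, 2145 (77.5%) were called in a single line and 622 in 2 or more. Higher genes numbered 1763 in at least 1 line and 296 in at least 2. For lower genes the numbers were 1270 and 142. Independent lists of the same sizes, drawn 10000 times, gave 111 genes (69 to 152) for higher in at least 2 lines and 51.9 (28 to 80) for lower. These draws, and the chance values below, gave every tested gene the same chance of a call. The largest pairwise overlap of lower genes was that of MCF7 with G401, 25 genes where 4.90 would fall together by chance, and both lines lowered the amino acid response genes, a call that with an estimated correlation passed in G401 and not in MCF7 (adjusted p = 0.0696). Between lines, 266 genes were higher in 1 line and lower in another. G401 and MiaPaCa2 had 33 such opposite calls, where 5.05 would fall together by chance. These counts rest on the calls in each line and move with them. Without replicate 1, 2 or 3 of every arm, 153, 193 and 212 genes were higher and 72, 184 and 108 lower in at least 2 lines. DESeq2 gave 180 and 102, its fold change prior 42 and 22, and 1 fit of all samples 529 and 174.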

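HMGCS1, the enzyme that makes HMG-CoA, the precursor of cholesterol, was called higher in 5 of the 13 lines, PANC-1, VCaP, DLD-1, 22RV1 and LoVo. Its log2 fold change was 1.83 (standard error 0.06, adjusted p = 4.06e-07 from edgeR) in VCaP, where HMGCS1 (ENSG00000112972.14, chromosome 5 of GRCh38 from 43287470 to 43313512) went from 844 ± 24.9 CPM (SD, n = 3) to 2992 ± 131 CPM (SD, n = 3). INSIG1, which holds sterol control in the endoplasmic reticulum, CYP1A1, an enzyme induced by the aryl hydrocarbon receptor, and CDHR1, a cadherin-related gene, were also called higher in 5 lines. All 4 had opposite calls too, HMGCS1 in JMSU-1 and MiaPaCa2, INSIG1 and CDHR1 in MiaPaCa2, and CYP1A1 in LNCaP. Another 7 genes were higher in 4 lines. GPNMB, a lysosomal glycoprotein, was one of them and rose from 9.60 ± 0.651 CPM (SD, n = 3) to 60.4 ± 5.89 CPM (SD, n = 3) in LNCaP. DHRS2, ACSS2, MAT1A, ACAT2, MSMO1 and MAML2 were the others, of which ACAT2 and MSMO1 belong to cholesterol synthesis and ACSS2 supplies its acetyl-CoA. MAT1A and MSMO1 were called lower in MiaPaCa2 and MAML2 in 22RV1.
In all, 49 genes were higher in at least 3 lines, 11 in at least 4 and 4 in 5. Without replicate 1, 2 or 3 of every arm, 26, 29 and 30 were higher in at least 3 lines and 6, 9 and 5 in at least 4. DESeq2 gave 29 and 9, its fold change prior 6 and 3, the replicate block 80 and 16, and 1 fit of all samples 131 and 28. Independent lists of the same sizes gave 3.50 genes on average and at most 13 for 3 lines, and at most 2 for 4 lines. Among lower genes, 14 were shared by at least 3 lines, where the drawn lists held at most 8, and NPIPB9 by 4. Without replicate 1, 2 or 3 the 14 became 4, 27 and 3, with filterByExpr and with DESeq2 8, with the prior 2 and with the block 29. NPIPB9 belongs to a family of near-identical copies, so its counts are uncertain. CHAC1, INHBE and ATF3, which answer to ATF4, fell past the thresholds in G401, MCF7 and DLD-1. Opposite calls were those of CHAC1 in MiaPaCa2, INHBE in PANC-1 and NPIPB9 in JMSU-1. INHBE, which encodes an activin chain, went from 9.78 ± 1.22 CPM (SD, n = 3) to 0.293 ± 0.0366 CPM (SD, n = 3) in G401. EGR1, an early growth response factor, was lower in MCF7, PANC-1 and DLD-1, with a log2 fold change of -1.61 (standard error 0.18, adjusted p = 7.00e-04 from edgeR) in PANC-1. With these edgeR fits no gene was called in the same direction in 6 lines, while 1 was higher in 6 with filterByExpr and 2 with 1 fit of all samples.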

No overlap was observed when four (Figure 3B left for up-regulated genes) or three (Figure 3B right for down-regulated genes) cell models were compared. 

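Cholesterol genes went in opposite directions in different lines. BAY-155 raised them as a list in 8 lines, PANC-1, LoVo, 22RV1, VCaP, DLD-1, BT-474, MCF7 and G401, and lowered them in JMSU-1, MiaPaCa2, LNCaP and ZR-75-1. In LoVo 23 of 25 members rose and none fell (24 higher when adjusted over the list alone), with MVD, a late enzyme of the mevalonate pathway, going from 11.9 ± 3.82 CPM (SD, n = 3) to 43.8 ± 12.8 CPM (SD, n = 3). Of 23 members measured in MiaPaCa2, 16 fell and 1 rose (17 lower and 1 higher when adjusted over the list alone), with MSMO1 (-1.25, standard error 0.06) and DHCR24 (-0.95, standard error 0.04), which reduces the sterol side chain. JMSU-1 lowered 19 of 25 and raised 1 (21 lower and 2 higher when adjusted over the list alone), among them IDI1 (-0.95, standard error 0.06) and SQLE (-0.78, standard error 0.05), the squalene epoxidase. With an estimated correlation, the call held in VCaP (adjusted p = 0.00128), PANC-1 (0.0203), LoVo (0.0140), 22RV1 (0.0140), BT-474 (0.0186), MCF7 (0.0422) and MiaPaCa2 (0.0250). It did not hold in JMSU-1 or DLD-1 (adjusted p = 0.0696 each with an estimated correlation), LNCaP (0.0841), ZR-75-1 (0.0839) and G401 (0.153).
Lines of 1 tissue were compared with a test of the difference between their BAY-155 effects. PANC-1 and MiaPaCa2, both of the pancreas, differed over 2-fold in 926 genes, and 49 genes were called in opposite directions. VCaP and LNCaP differed in 353 genes. Their difference in the cholesterol list passed camera at an adjusted p of 2.94e-07 with an estimated correlation, and that of PANC-1 and MiaPaCa2 at 0.000116. HMGCS1 rose by 1.39 on the log2 scale in DLD-1 (standard error 0.12) and fell by 1.38 in MiaPaCa2 (standard error 0.06). Leaving out replicate 1 or 2 of both lines left 161 or 206 genes between VCaP and LNCaP.

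**Figure D1:**
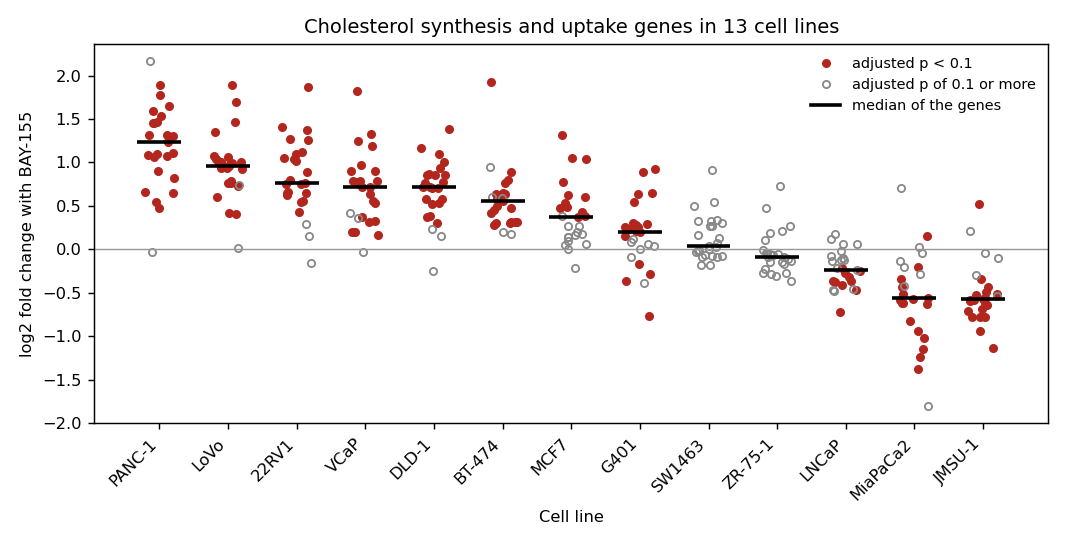
Log2 fold change with BAY-155 (y axis) of the genes of cholesterol synthesis and uptake in each of the 13 lines (x axis). Each dot is a gene, filled where its adjusted p was under 0.1, and the bar is the median, which lies above 0 in lines such as PANC-1 and LoVo and below 0 in MiaPaCa2 and JMSU-1.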

Altogether, these data suggest that inhibiting the interaction of menin with MLL1 with BAY-155 leads to a cell line-specific response at the gene expression level. We could not observe any evidence of an overarching, menin-driven expression program, which is in contrast to previous reports for e.g., the Hox gene cluster in mice [30].

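HOX genes, the body-axis regulators named as menin targets, rose as a list in JMSU-1 and fell as a list in PANC-1 in camera with its preset correlation. In JMSU-1, 13 of 37 tested HOX genes rose and none fell, led by HOXB8 with a log2 fold change of 2.10 (standard error 0.25, adjusted p = 3.23e-04 from edgeR) and HOXC10 at 8.50 ± 1.21 CPM (SD, n = 3) with DMSO and 18.1 ± 2.01 CPM (SD, n = 3) with BAY-155. In G401, 8 fell and 1 rose, with HOXA9 (-0.28, standard error 0.07) and HOXC6 (-0.47, standard error 0.09) as examples, but the list was not called there (adjusted p = 0.213 from camera) and HOXA9 did not pass in 1 fit of all samples with edgeR (adjusted p = 0.228). PANC-1 lowered 6, among them HOXB3 with a log2 fold change of -0.42 (standard error 0.06, adjusted p = 0.00237 from edgeR) and HOXB9, and raised HOXB13. HOXB9 rose in 7 other lines, JMSU-1, G401, LNCaP, MiaPaCa2, DLD-1, BT-474 and LoVo. Past the fold change threshold were 2 HOX genes in JMSU-1, 1 in LNCaP (higher) and 1 in MCF7 (lower). As a list, HOX was higher in JMSU-1 (34 genes measured, 16 higher when adjusted over the list alone, adjusted p = 0.00122 from camera, adjusted p = 0.289 with an estimated correlation). It was lower in PANC-1 (23 genes measured, 9 lower and 1 higher when adjusted over the list alone, adjusted p = 0.00518 from camera, adjusted p = 0.485 with an estimated correlation).
Other programs also moved in some lines and not in others. The amino acid response list was higher in 5 lines (BT-474, LNCaP, MiaPaCa2, SW1463 and ZR-75-1) and lower in 4 (DLD-1, G401, JMSU-1 and MCF7), and the AP-1 list was higher in LoVo, MiaPaCa2, SW1463 and ZR-75-1 and lower in DLD-1, G401, MCF7 and PANC-1. Interferon-stimulated genes were higher in 4 lines and lower in MiaPaCa2, and endoplasmic reticulum chaperones higher in 22RV1 and MCF7 and lower in LNCaP, PANC-1 and VCaP. MYC targets of ribosome biogenesis were lower in 4 lines, with NOP16 (-0.70, standard error 0.11) and NOLC1 (-0.41, standard error 0.06) in LNCaP. Mesenchymal genes were higher in 2 lines and lower in 3, hypoxia genes higher in DLD-1 and lower in 2, inflammatory cytokines higher in 2 and lower in DLD-1, and breast luminal markers higher in LNCaP and lower in BT-474 and MCF7. Colorectal markers were lower in 22RV1 and DLD-1 and prostate markers in the 3 prostate lines, with 22RV1 not passing with an estimated correlation (adjusted p = 0.140). Epithelial genes were higher in JMSU-1 and MiaPaCa2, metallothioneins in DLD-1 and SW1463, neuroendocrine genes in SW1463, p53 targets in ZR-75-1 and androgen-repressed genes in LNCaP. Over all lists and lines, camera made 117 calls in 355 tests, 60 higher and 57 lower, of which 16 had an adjusted p under 0.05 with an estimated correlation. Among the lists of these 2 paragraphs outside prostate markers, 3 kept a call in this way, the amino acid response in G401 (adjusted p = 0.0126 with an estimated correlation), chaperones in LNCaP (0.0379) and MYC targets in LNCaP (0.0140), while their other calls lay between adjusted p = 0.0656 and 0.634 with an estimated correlation. With the replicate block in limma's camera, SW1463 lost its inflammatory call (adjusted p = 0.262) and gained one for epithelial genes (0.000393). From the drop in shared genes, the paper concludes that there was no evidence for an overarching, menin-driven program.

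**Figure D2:**
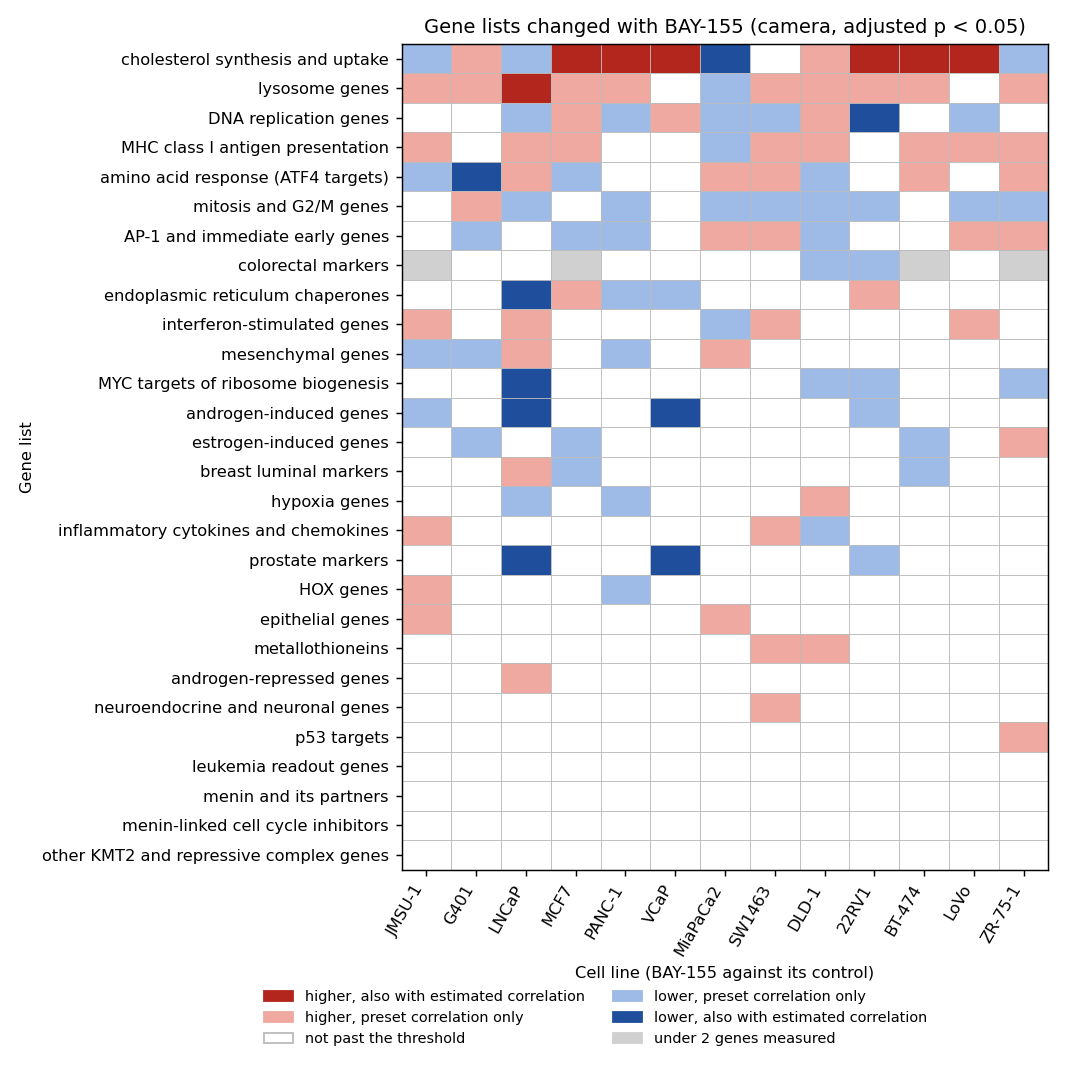
Calls of the 28 gene lists (y axis) in each of the 13 lines (x axis), with red for lists higher with BAY-155 and blue for lists lower at an adjusted p under 0.05 from camera. Dark cells also passed with an estimated correlation, gray cells had under 2 genes measured, and cholesterol synthesis and uptake is colored in 12 of 13 lines.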

To further analyze the impact of menin inhibition in a more tissue-specific context, we evaluated gene expression changes in prostate cancer (LNCaP and VCaP) and breast cancer (MCF7) models. 

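LNCaP and VCaP are prostate cancer lines with an androgen receptor, and MCF7 is a breast cancer line with an estrogen receptor. Each was treated with BAY-155 at 5 µM or with DMSO for 48 h, and R1881, a synthetic androgen, at 1 nM or E2, estradiol, at 0.1 nM was then added for 12 h. The paper gives 6 h in starvation medium, with BAY-155 or DMSO in it, before the hormone, and the sample labels give 48 h. Each line had samples with DMSO, with hormone, and with BAY-155 and hormone, 3 of each except for MCF7 with DMSO, which had 2, and none with BAY-155 but no hormone. The hormone response was hormone against DMSO and the BAY-155 response was BAY-155 with hormone against hormone alone, so both use the hormone libraries. The group medians of the total counts were 20514771, 19933312 and 19224844 in VCaP for DMSO, R1881 and BAY-155 with R1881. For LNCaP they were 20818137, 21921353 and 22728172, and for MCF7 18867202, 19643747 and 21458859. Ranges within groups were 20204007 to 24038056, 18232580 to 21229046 and 15096466 to 19607785 in VCaP, 18574102 to 22685528, 20907383 to 24490701 and 17673639 to 22852048 in LNCaP, and 17727840 to 20006564, 18704314 to 25594012 and 20720256 to 24939030 in MCF7.
R1881 raised 20 of 22 androgen-induced genes in VCaP and 21 in LNCaP (20 and 21 higher and 1 lower in each when adjusted over the list alone). E2 raised 10 of 22 estrogen-induced genes in MCF7 (20 higher when adjusted over the list alone), with an adjusted p of 2.61e-60 from camera. In LNCaP, NKX3-1 (3.58, standard error 0.07), a prostate transcription factor, rose and PLD1 (-4.35, standard error 0.11), a phospholipase, fell, and in VCaP AR itself fell from 3880 ± 125 CPM (SD, n = 3) to 678 ± 23.0 CPM (SD, n = 3). In VCaP, 1104 genes were called higher with R1881 and 2130 lower, where the median log2 fold change of all genes was -0.107 with TMM and -0.042 with DESeq2's size factors. LNCaP had 541 higher and 536 lower, and MCF7 66 higher and 23 lower with E2. With the replicate number as a block, MCF7 had 26 higher and 8 lower with E2. In MCF7 the fit without DMSO replicate 2 gave 26 higher and 9 lower and that without E2 replicate 3 gave 26 higher and 6 lower, and 14 were lower without E2 replicate 2.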

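Genes raised by R1881 were pulled down by BAY-155 as a group, and genes lowered by R1881 were pushed up. In VCaP, 78.5% of the 1104 R1881-higher genes had a negative log2 fold change with BAY-155, and 82.3% of the 2130 R1881-lower genes a positive one, where simulated samples that share the R1881 libraries and have no BAY-155 effect gave 57.1% and 56.6%. In LNCaP the shares were 82.6% of 541 genes and 89.7% of 536, against 62.5% and 65.0% simulated. In the simulated samples, here and below, each gene was drawn independently. A shift of many genes in 1 library is therefore not in this baseline, which may be too low. Among textbook androgen targets in LNCaP, KLK3, which encodes prostate-specific antigen, rose with R1881 from 926 ± 47.1 CPM (SD, n = 3) to 6824 ± 565 CPM (SD, n = 3) and stood at 3373 ± 246 CPM (SD, n = 3) with BAY-155 added. Over the list of 22 androgen-induced genes, BAY-155 lowered 15 and raised 1 in VCaP (17 lower when adjusted over the list alone) and lowered 16 and raised 1 in LNCaP (19 lower when adjusted over the list alone). Its adjusted p from camera was 8.20e-14 in VCaP (0.0140 with an estimated correlation) and 3.67e-20 in LNCaP (0.0279).
In the preranked enrichment test (fgsea, genes ranked by log2 fold change, 10000 permutations of genes), the R1881-higher set had a normalized enrichment score of -2.57 in VCaP and -2.62 in LNCaP, and the R1881-lower set 2.34 and 2.32. Each had p = 1e-04, the smallest that these permutations can give, from a permutation test over genes, which are not independent replicates. Since hormone libraries serve both comparisons, part of this opposition may come from them. Sets defined in the other line share no library. BAY-155 lowered the LNCaP-defined R1881-higher set in VCaP (camera p = 1.10e-10, and 0.00171 with an estimated correlation) and the VCaP-defined set in LNCaP (camera p = 8.47e-09, and 0.00215 with an estimated correlation). The VCaP-defined R1881-lower set rose in LNCaP (camera p = 1.22e-12, and 0.00111 with an estimated correlation), and the LNCaP-defined one in VCaP did not pass with an estimated correlation (camera p = 0.00622, and 0.158).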

We performed Gene Set Enrichment Analysis (GSEA) after BAY-155 treatment and found a significant reversal of androgen-induced gene expression changes, both in VCaP (Figure 4A) and LNCaP (Figure 4D) cells. Despite the highly significant enrichment of R1881-regulated gene sets, the number of genes significantly regulated by BAY-155 that overlapped with genes regulated by R1881 was small in our experiments (Figure 4B,E). 

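FKBP5 and ORM2 were among the genes that R1881 raised and BAY-155 lowered in VCaP, and SHH and IGFBP3 among those it moved the other way. ORM2, an acute-phase plasma protein, went from 0.0908 ± 0.0382 CPM (SD, n = 3) with DMSO to 133 ± 8.63 CPM (SD, n = 3) with R1881 and to 49.2 ± 1.52 CPM (SD, n = 3) with R1881 and BAY-155. SLC16A6, a monocarboxylate transporter, rose to 12.6 ± 0.922 CPM (SD, n = 3) with R1881 and fell with BAY-155 by 1.69 on the log2 scale (standard error 0.18). SHH (ENSG00000164690.7, chromosome 7 of GRCh38 from 155799980 to 155812463), the gene of the morphogen sonic hedgehog, dropped from 69.1 ± 4.57 CPM (SD, n = 3) to 0.679 ± 0.396 CPM (SD, n = 3) with R1881 and came back to 9.33 ± 1.05 CPM (SD, n = 3) with BAY-155, a log2 fold change of 3.78 (standard error 0.25, adjusted p = 8.86e-06 from edgeR). IGFBP3, which binds insulin-like growth factors, went from 91.3 ± 4.31 CPM (SD, n = 3) to 1.32 ± 0.377 CPM (SD, n = 3) and then to 9.19 ± 0.110 CPM (SD, n = 3).
In all, 46 of 1104 R1881-higher genes were called lower with BAY-155, and 205 of 2130 R1881-lower genes were called higher. Independent lists of these sizes would share 5.98 and 35.5 genes. Simulated samples with the measured hormone effect and no BAY-155 effect, which keep the shared R1881 libraries, gave at most 1 gene of each kind in 20 draws. BAY-155 moved 10 R1881-higher genes further up and 7 R1881-lower genes further down. Leaving out replicate 2 of every arm gave 37 and 129 genes, and leaving out replicate 3 gave 29 and 101.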

More specifically, 36 genes up-regulated by androgen stimulation were repressed after BAY-155 treatment, and 182 genes down-regulated by androgen stimulation were elevated after menin inhibition in VCaP cells (Figure 4B). Similarly, 24 genes up-regulated and 141 down-regulated genes by androgen stimulation were reversed following menin inhibition in LNCaP cells (Figure 4E).

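LNCaP cells recovered androgen-repressed enzymes of steroid clearance. UGT2B15, which conjugates androgens, fell from 499 ± 11.1 CPM (SD, n = 3) with DMSO to 94.8 ± 9.14 CPM (SD, n = 3) with R1881 and stood at 418 ± 46.1 CPM (SD, n = 3) with R1881 and BAY-155, a log2 fold change of 2.14 (standard error 0.09, adjusted p = 9.07e-07 from edgeR). UGT2B17 followed the same course, with -1.51 (standard error 0.09) for R1881 and 1.41 (standard error 0.09) for BAY-155. These 2 genes are near-identical copies, and the counting may divide their reads unevenly. ABCA1, the exporter of cholesterol, went from 16.8 ± 1.69 CPM (SD, n = 3) to 2.30 ± 0.347 CPM (SD, n = 3) and 7.94 ± 0.285 CPM (SD, n = 3). MMP10, a matrix protease, was at 7.46 ± 1.17 CPM (SD, n = 3) with BAY-155, above its 5.46 ± 0.317 CPM (SD, n = 3) with DMSO.
On the other side, ODC1, the first enzyme of polyamine synthesis, rose with R1881 to 2975 ± 246 CPM (SD, n = 3) and was 1378 ± 40.2 CPM (SD, n = 3) with BAY-155, a log2 fold change of -1.11 (standard error 0.07, adjusted p = 1.52e-05 from edgeR), and the collagen gene COL12A1 had a log2 fold change of -1.43 (standard error 0.10, adjusted p = 2.64e-05 from edgeR). Of the 541 R1881-higher genes 33 were called lower with BAY-155, and of the 536 R1881-lower genes 131 were called higher. Independent lists would share 2.02 and 9.48 genes, and simulated samples without a BAY-155 effect that share the R1881 libraries at most 1 and 0. The same direction as R1881 was called for 7 higher genes and 1 lower gene. Without replicate 1 the 2 overlaps were 15 and 41, without replicate 2 they were 33 and 90, and without replicate 3 123 and 100.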

Furthermore, to better understand these effects, we compared gene expression fold-changes after androgen stimulation to changes after androgen stimulation plus BAY-155 treatment. We observed smaller gene expression changes after BAY-155 treatment compared to R1881 induction (Figure 4C,F). 

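BAY-155 changed gene levels less than R1881 did. In VCaP the standard deviation of the log2 fold changes over 16060 genes was 1.26 for R1881 and 0.750 for BAY-155, and in LNCaP 0.931 and 0.776. NCAPD3, a condensin subunit, shows the size of the androgen effect in VCaP, with a log2 fold change of 5.86 (standard error 0.06, adjusted p = 9.94e-13 from edgeR). In LNCaP, BAY-155 lowered RIPOR2, a regulator of Rho signaling, from 84.8 ± 1.77 CPM (SD, n = 3) to 13.1 ± 1.73 CPM (SD, n = 3). ETV1, an ETS transcription factor, fell there from 308 ± 15.5 CPM (SD, n = 3) to 61.9 ± 4.19 CPM (SD, n = 3). Across genes, which are not independent replicates, the BAY-155 and R1881 fold changes had a correlation of -0.474 in VCaP and -0.508 in LNCaP. Simulated samples that share the R1881 libraries but have no BAY-155 effect gave -0.221 and -0.305. The covariance was -0.448 in VCaP, against -0.152 simulated, and -0.367 in LNCaP, against -0.175 simulated, a difference of -0.296 and -0.192. Both fold changes use the same 3 R1881 libraries, so part of the correlation may come from them. Sets of R1881-responsive genes were also defined without 1 R1881 library and compared between that library and single BAY-155 libraries. Of the 9 median log2 differences the nearest to 0 was -0.206 for R1881-higher and 0.293 for R1881-lower genes in VCaP. In LNCaP it was -0.121 and 0.476, so the opposite direction was also seen without a shared library.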

Consistent with this, gene expression effects of several prominent AR target genes (*KLK2*, *FKBP5* and *TMPRSS2*) only showed slight expression changes after BAY-155 treatment (Supplementary Materials Figure S4). 

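All 3 AR targets rose with R1881 and fell with BAY-155 in both lines. FKBP5, a co-chaperone of steroid receptors, went in VCaP from 76.9 ± 2.49 CPM (SD, n = 3) with DMSO to 3782 ± 62.0 CPM (SD, n = 3) with R1881 and to 1620 ± 68.0 CPM (SD, n = 3) with R1881 and BAY-155. Its BAY-155 log2 fold change of -1.22 (standard error 0.05, adjusted p = 4.93e-07 from edgeR) was the only one of the 6 past a log2 fold change of 1. KLK2, a secreted protease of the prostate, had 5046 ± 106 CPM (SD, n = 3) with DMSO in VCaP, 8252 ± 90.3 CPM (SD, n = 3) with R1881 and 6920 ± 275 CPM (SD, n = 3) with BAY-155, a log2 fold change of -0.25 (standard error 0.04, adjusted p = 0.00284 from edgeR). TMPRSS2, a membrane protease, had a BAY-155 log2 fold change of -0.86 (standard error 0.05, adjusted p = 6.67e-06 from edgeR) after a rise of 3.25 with R1881 (standard error 0.06). The KLK2 fall in VCaP did not pass in 1 fit of all samples with edgeR, at a log2 fold change of -0.27 and an adjusted p of 0.527.
In LNCaP, KLK2 (ENSG00000167751.12, chromosome 19 of GRCh38 from 50861568 to 50880567) went from 105 ± 6.36 CPM (SD, n = 3) to 1478 ± 57.4 CPM (SD, n = 3) with R1881 and to 856 ± 58.7 CPM (SD, n = 3) with BAY-155, a log2 fold change of -0.79 (standard error 0.07, adjusted p = 7.37e-05 from edgeR). FKBP5 (ENSG00000096060.14, chromosome 6 of GRCh38 from 35573585 to 35728583) had a log2 fold change of -0.91 (standard error 0.08, adjusted p = 7.37e-05 from edgeR), and TMPRSS2 (ENSG00000184012.11, chromosome 21 of GRCh38 from 41464300 to 41531116) a log2 fold change of -0.74 (standard error 0.06, adjusted p = 3.25e-05 from edgeR). The R1881 rises were 4.53 for FKBP5 (standard error 0.09) and 4.81 for TMPRSS2 (standard error 0.07). AR mRNA had a log2 fold change of -0.78 (standard error 0.05, adjusted p = 7.16e-06 from edgeR) with BAY-155 in VCaP and a log2 fold change of -0.18 (standard error 0.07, adjusted p = 0.131 from edgeR) in LNCaP, where DESeq2 gave an adjusted p of 0.0611 and edgeR without R1881 replicate 2 gave 0.0206.

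**Figure D3:**
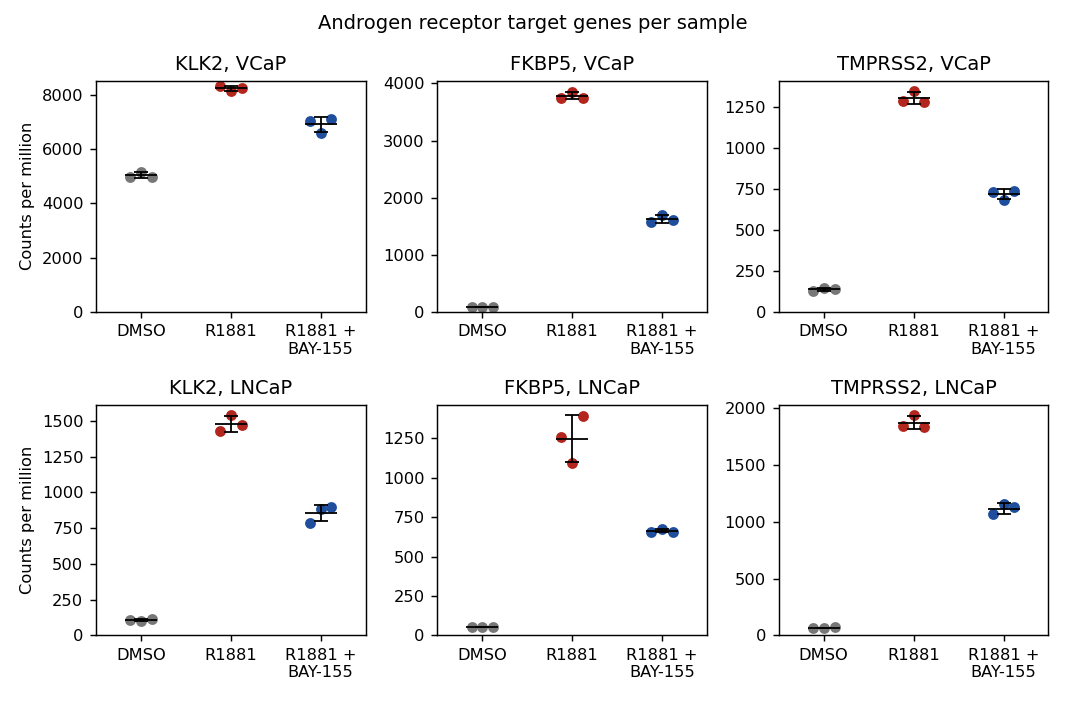
CPM of KLK2, FKBP5 and TMPRSS2 (y axis) in each sample of VCaP and LNCaP with DMSO, R1881, and R1881 with BAY-155 (x axis). Points are samples and bars the mean with the SD, and the R1881 level stands above the others in every panel.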

In summary, our data confirm a modulating role of menin in AR-mediated gene regulation in prostate cancer [9]. However, the impact of BAY-155 on the androgen-regulated transcriptome was slight and only partially overlapped with the entirety of the effects of androgen signaling.

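In VCaP the R1881-responsive genes kept, at the median, the larger part of their androgen response with BAY-155, while the R1881-lower genes of LNCaP lost about as much as they kept. The median fraction of the R1881 log2 fold change that BAY-155 took back was 0.176 for the R1881-higher genes and 0.265 for the R1881-lower genes in VCaP. In LNCaP it was 0.225 and 0.487, and 0.484 for the higher genes without replicate 3 of every arm. For the lower genes of LNCaP the alternatives gave 0.392 with DESeq2's fold change prior at the least and 0.524 without replicate 2 at the most. Simulated samples without a BAY-155 effect gave 0.0149 and 0.0213 in VCaP and 0.0338 and 0.0731 in LNCaP. STEAP4, a metalloreductase, is a gene that R1881 raised from 14.3 ± 2.04 CPM (SD, n = 3) to 795 ± 55.3 CPM (SD, n = 3) in VCaP. SLC22A3, an organic cation transporter, is one that BAY-155 lowered in LNCaP, from 343 ± 23.8 CPM (SD, n = 3) with R1881 to 118 ± 7.79 CPM (SD, n = 3).
BAY-155 also moved genes of DNA replication, of which R1881 itself lowered 13 and raised 2 of 18 in VCaP and raised 14 in LNCaP (14 lower and 2 higher, and 16 higher, when adjusted over the list alone). In VCaP they rose in 15 of 18 with BAY-155 (15 higher when adjusted over the list alone), among them MCM2 (0.98, standard error 0.11) and MCM4 (0.66, standard error 0.04), and the adjusted p was 1.61e-11 from camera and 0.0559 with an estimated correlation. LNCaP lowered 15 of the 18 (17 lower when adjusted over the list alone, and adjusted p = 0.0841 with an estimated correlation). DIO3, which inactivates thyroid hormone, rose in LNCaP from 2.45 ± 0.761 CPM (SD, n = 3) to 31.7 ± 4.05 CPM (SD, n = 3). From the overlap and the fold changes, the paper concludes that menin modulates AR-mediated regulation and that the impact of BAY-155 on the androgen-regulated transcriptome was slight and partial.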

We also explored the impact of menin-MLL inhibition on gene expression changes in ER-positive breast cancer by using the MCF7 cell line as model. Gene set enrichment analysis of estradiol (E2) up- and down-regulated gene sets revealed a slight reverse regulation of E2 affected genes by BAY-155 (Figure 4G). However, only 26 of E2 up-regulated and 13 of E2 down-regulated genes were significantly changed by BAY-155 treatment (Figure 4H). Furthermore, gene expression changes after BAY-155 treatment compared to E2 induction (Figure 4I), as well as known ER target genes (*EGR3*, *GREB1* and *PGR*) (Supplementary Materials Figure S4) showed a slight or no expression change after BAY-155 treatment. 

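BAY-155 lowered part of the genes that E2 raised in MCF7. Of the 66 E2-higher genes, 81.8% had a negative log2 fold change with BAY-155, where simulated samples that share the E2 libraries and have no BAY-155 effect gave 66.6%. Of the 23 E2-lower genes 60.9% had a positive one, below the 72.5% of the simulated samples. On average 128 genes were called higher and 127 lower with E2 in these simulated samples, more than measured. The shares thus compare unlike sets. IGFBP4, which binds insulin-like growth factors, and CXCL12, a chemokine, rose with E2 by 1.55 (standard error 0.13) and 1.70 (standard error 0.11) on the log2 scale. The ligand gene AREG rose from 3.94 ± 1.03 CPM (SD, n = 2) to 14.9 ± 0.819 CPM (SD, n = 3).
In the preranked enrichment test (fgsea) the E2-higher set had a normalized enrichment score of -2.06 (p = 1e-04 from 10000 permutations of genes, the smallest they can give) and the E2-lower set 1.57 (permutation p = 0.0284). Leaving out replicate 3 of every arm gave -1.41 for the higher set (permutation p = 0.0755) and left the lower set too small to score. With DESeq2's fold change prior the lower set held 7 genes and scored 0.971 (permutation p = 0.494). Because both comparisons use the E2 libraries, part of the opposition may come from them. In lines without added E2, BAY-155 also lowered the MCF7-defined E2-higher set in G401 and BT-474 (camera p = 0.00407 and 0.00535 with an estimated correlation). The set rose in LNCaP, MiaPaCa2 and ZR-75-1 (camera p = 0.0124, 0.0229 and 0.0383 with an estimated correlation). Its fall was thus not particular to cells given E2. The list of 22 estrogen-induced genes, fixed without these samples, had 10 members lower and none higher with BAY-155 (13 lower when adjusted over the list alone), with XBP1, a factor of the unfolded protein response, at -0.69 (standard error 0.09). Its median log2 fold change was -0.54, with an adjusted p of 1.11e-09 from camera and adjusted p = 0.0696 with an estimated correlation.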

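Among the genes that E2 raised and BAY-155 lowered in MCF7 were MYC and several genes of amino acid supply. MYC (ENSG00000136997.17, chromosome 8 of GRCh38 from 127735434 to 127742951) went from 188 ± 72.2 CPM (SD, n = 2) with DMSO to 382 ± 24.2 CPM (SD, n = 3) with E2 and 127 ± 6.36 CPM (SD, n = 3) with E2 and BAY-155, a log2 fold change of -1.59 (standard error 0.17, adjusted p = 0.00177 from edgeR) for BAY-155. ASNS, which makes asparagine, went from 201 ± 66.8 CPM (SD, n = 2) to 523 ± 48.9 CPM (SD, n = 3) and 151 ± 17.5 CPM (SD, n = 3), and PSAT1, of serine synthesis, had a BAY-155 log2 fold change of -1.66 (standard error 0.15, adjusted p = 9.52e-04 from edgeR). THBS1, a matrix glycoprotein, rose with E2 from 32.0 ± 1.68 CPM (SD, n = 2) to 188 ± 12.9 CPM (SD, n = 3) and was 82.4 ± 12.7 CPM (SD, n = 3) with BAY-155. UGT1A6, a detoxifying enzyme of a cluster whose genes share exons, went the other way, from 24.3 ± 0.629 CPM (SD, n = 2) to 11.7 ± 2.01 CPM (SD, n = 3) with E2 and to 44.9 ± 2.22 CPM (SD, n = 3) with BAY-155. The E2 rise of MYC did not pass edgeR without DMSO replicate 2 (adjusted p = 0.159), E2 replicate 1 (0.126) or E2 replicate 3 (0.262). The E2 fall of UGT1A6 did not pass edgeR without DMSO replicate 2 (0.121) or E2 replicate 3 (0.115).
The overlap held 14 of 66 E2-higher genes called lower with BAY-155 and 5 of 23 E2-lower genes called higher, where independent lists would share 0.974 and 0.115. E2 and DMSO samples with replicate numbers 1 and 2 deviated together, with a correlation of 0.81 for each number. With the replicate number as a block, the overlap held 3 of 26 and 1 of 8 genes. The E2 changes of MYC, ASNS and UGT1A6 did not pass edgeR with the block (adjusted p = 0.159, 0.117 and 0.110). Simulated samples that share the E2 libraries, with no BAY-155 effect, gave at most 1 gene of each kind of reversal. Their genes were drawn independently, so this baseline leaves out a shift of many genes in 1 library and may be too low. In the main fit no gene was called in the E2 direction with BAY-155 (0 of 66 and 0 of 23, with edgeR, and 1 and 0 with DESeq2, where 3300 genes had an unadjusted p under 0.05 for BAY-155). In edgeR with RLE, with filterByExpr or with 1 fit of all samples, 1 E2-higher gene was called higher with BAY-155. Leaving out replicate 1 of every arm gave 44 and 8 genes, leaving out replicate 2 14 and 8, and leaving out replicate 3 0 and 1.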

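EGR3 and GREB1 were lower with BAY-155 and PGR did not pass the test. EGR3 (ENSG00000179388.8, chromosome 8 of GRCh38 from 22687659 to 22693480), an early growth response factor, was 2.96 ± 1.53 CPM (SD, n = 2) with DMSO, 21.8 ± 2.28 CPM (SD, n = 3) with E2 and 6.56 ± 0.642 CPM (SD, n = 3) with E2 and BAY-155, and its BAY-155 log2 fold change of -1.73 (standard error 0.23, adjusted p = 0.00472 from edgeR) was past both thresholds. GREB1 (ENSG00000196208.13, chromosome 2 of GRCh38 from 11482341 to 11642788), a cofactor of the estrogen receptor, rose from 201 ± 9.99 CPM (SD, n = 2) to 538 ± 29.5 CPM (SD, n = 3) with E2 and was 381 ± 74.4 CPM (SD, n = 3) with BAY-155, a log2 fold change of -0.50 (standard error 0.14, adjusted p = 0.0687 from edgeR). GREB1 did not pass edgeR without E2 replicate 1, 2 or 3 (adjusted p = 0.163, 0.149 and 0.225) or BAY-155 replicate 2 or 3 (0.114 and 0.170). PGR (ENSG00000082175.14, chromosome 11 of GRCh38 from 101029624 to 101129813), the progesterone receptor, was 7.66 ± 1.25 CPM (SD, n = 2), 28.9 ± 2.47 CPM (SD, n = 3) and 26.8 ± 4.01 CPM (SD, n = 3) in the same order, a log2 fold change of -0.11 (standard error 0.15, adjusted p = 0.761 from edgeR) for BAY-155. The E2 changes of EGR3 and PGR were 2.88 (standard error 0.30) and 1.91 (standard error 0.19). ESR1, the estrogen receptor gene, had a BAY-155 log2 fold change of -0.31 (standard error 0.11, adjusted p = 0.162 from edgeR).
Over 16060 genes, which are not independent replicates, the E2 and BAY-155 fold changes had a correlation of -0.405 and a covariance of -0.237. Simulated samples that share the E2 libraries and have no BAY-155 effect gave -0.310 and -0.160, a difference in covariance of -0.077. Their E2 response was larger than the measured one, with a standard deviation of 0.918, which may bring their correlation nearer to 0. With no E2 effect simulated either, the correlation was -0.439 (-0.465 to -0.400 in 20 draws), which covers the measured one. The covariance was then -0.168 (-0.178 to -0.147). The correlation therefore cannot tell a BAY-155 effect from shared libraries here. The standard deviation of the fold changes was 0.783 for E2 and 0.749 for BAY-155, where simulated samples without a BAY-155 effect gave 0.563 for BAY-155. Among the genes kept by filterByExpr the order turned, with 0.4047 for E2 and 0.4905 for BAY-155. DESeq2 gave 0.6895 and 0.6899, and its fold change prior 0.1874 and 0.2577. Which response was larger thus depends on the genes and the fit.

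**Figure D4:**
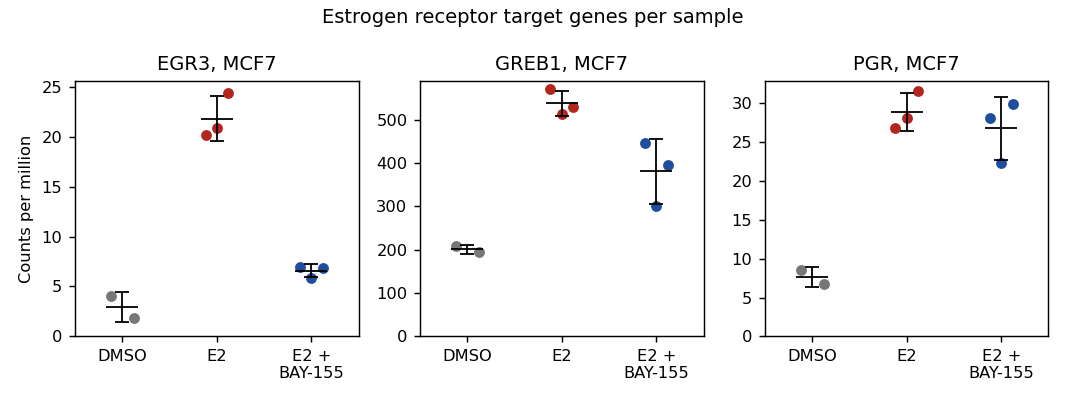
CPM of EGR3, GREB1 and PGR (y axis) in each MCF7 sample with DMSO, E2, and E2 with BAY-155 (x axis). Points are samples and bars the mean with the SD, and all 3 genes were higher with E2 than with DMSO.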

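Some genes moved further with BAY-155 in MCF7 than EGR3, GREB1 and PGR. TXNIP, a regulator of glucose uptake, fell from 1231 ± 144 CPM (SD, n = 3) with E2 to 145 ± 5.43 CPM (SD, n = 3) with E2 and BAY-155, and its relative ARRDC4 had a log2 fold change of -2.39 (standard error 0.20, adjusted p = 7.79e-04 from edgeR). Of 19 amino acid response genes 17 fell and none rose (18 lower and 1 higher when adjusted over the list alone), with SLC7A11, the cystine transporter, at a log2 fold change of -3.56 (standard error 0.35, adjusted p = 0.00120 from edgeR), and DDIT4 (-2.00, standard error 0.17). HSPA8, a chaperone, rose from 1085 ± 90.7 CPM (SD, n = 3) to 3663 ± 271 CPM (SD, n = 3). HSPA1A and HSPA1B, near-identical copies whose reads cannot be told apart, had similar log2 fold changes of 1.88 and 1.92 (standard errors 0.33 and 0.25). Camera gave the amino acid response an adjusted p of 4.66e-39, and adjusted p = 0.0696 with an estimated correlation.
E2 raised 6 of the same 19 genes (16 higher when adjusted over the list alone), so the list belongs in part to the E2 response of these samples. Of the 237 genes lower and 80 higher with BAY-155, 14 and 5 were reversals of an E2 call. Without E2 replicate 3 114 were lower and 36 higher, without BAY-155 replicate 2 146 lower, and without BAY-155 replicate 3 154 lower and 44 higher. Without replicate 3 of every arm 21 were lower and 3 higher. From the few reversed genes and small changes of known targets, the paper concludes that there was no strong evidence for a program driven by ER and menin.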

Overall, our observations with BAY-155 do not provide a strong evidence for an ER/menin-driven expression program, in contrast to previous studies, which used genetic knock-down of menin or the substantially weaker inhibitor MI-2 [8,13].

### 2.4. In Vivo Validation of Menin Inhibition by BAY-155 

In order to assess a potential anti-tumor activity of menin inhibition, we established and tested mouse xenograft models using MV4;11, MOLM-13, KYSE-150, RKO, MCF7 and VCaP human cancer cells. Once or twice-daily oral administration of BAY-155 resulted in strong to moderate reduction of tumor volume and weight of MV4;11, MOLM-13 and KYSE-150 xenograft models. In contrast, BAY-155 had no significant effects on RKO, MCF7 and VCaP xenografted tumors (Figure 5).

In detail, we observed that treatment with BAY-155 (180 mg/kg 2QD p.o.) resulted in regression in tumor volume (T/C < 0.02) with no evidence of body weight loss and a clear concentration-dependent trend for reduced tumor weights in MV4;11 xenograft model (Figure 5A). We further explored BAY-155 in the MOLM-13 xenograft model, where a dose-dependent inhibition of tumor volume and significant reduction of tumor weight after compound administration was observed (Figure 5B). To verify if our in vitro anti-proliferation effects of BAY-155 (Figure 2) translated into significant in vivo efficacy, we selected KYSE-150 and RKO models for in vivo evaluation. BAY-155 treatment (120 mg/kg QD p.o.) resulted in a slight (T/C 0.67) reduction in tumor volume and a significant decrease in tumor weight in the KYSE-150 xenograft model (Figure 5C). Interestingly, no significant anti-growth effects were detectable after BAY-155 administration in the RKO xenograft model, whereas regorafenib treatment resulted in a pronounced reduction of tumor volume and weight (Figure 5D). Finally, we were interested if the effects on gene expression observed for BAY-155 in MCF7 and VCaP cell lines would translate into efficacy in an in vivo experiment. Notably, previous studies using MI-503 or MI-2 for inhibition of the menin-MLL interaction suggested anti-tumor efficacy in breast and castration-resistant prostate cancer. We determined the effects of menin-MLL inhibition in MCF7 and VCaP xenograft models by using BAY-155. The approved drugs tamoxifen and enzalutamide were used as positive controls for these models. BAY-155 treatment had no effects in MCF7 and VCaP xenograft models, whereas tamoxifen and enzalutamide treatment respectively resulted in reduced tumor volume and tumor weight (Figure 5E,F).

### 2.5. Ex Vivo Validation of Cancer Pathway Specific Effects of Menin Inhibition by BAY-155 

Next, we analyzed the ex vivo effects of BAY-155 in these models for a better mechanistic understanding of their mode of action. First, we assessed whether the anti-tumor efficacy was reflected by differential gene expression in the tumor samples from the MV4;11 (Figure 6A) and MOLM-13 (Figure 6B) xenografts. We found a concentration-dependent and significant down-regulation of the MLL-rearranged target gene *MEIS1*, and up-regulation of the differentiation-associated genes MNDA and CD11b upon BAY-155 treatment (Figure 6A,B), confirming the important role of menin in MLL fusion driven de-differentiation [22,26].

In the ex vivo analysis of the VCaP tumor samples for effects on the AR signaling pathway, we found a significant reduction of *FKBP5* and *TMPRSS2* expression after enzalutamide treatment, but no significant changes were seen in the BAY-155 treated study arm (Figure 6C). Furthermore, we also analyzed the MCF7 tumor samples for differential expression of genes from the ER signaling pathway. Tamoxifen treatment led to a significant reduction of *EGR3*, *GREB1* and *PGR1* expression, but no significant effects were observed in samples treated with BAY-155 (Figure 6D). In summary, our in vivo validation of gene expression changes after menin-MLL inhibition in different models confirmed the role of the menin-MLL interaction in MLL-rearranged leukemia. On the other hand, we could not detect a clear in vivo effect of BAY-155 on nuclear hormone receptor signaling even though there was a slight tendency, which did however not reach significance. Taken together with the previous in vitro results, the effects of menin inhibition seen with our tool inhibitor BAY-155 on AR and ER pathways are minor and not robust enough to translate into a significant anti-tumor effect in our models.

## 3. Discussion

Menin is a scaffold protein with multiple protein interaction partners and plays potentially different roles in cancer development. When mutated, it causes the MEN1 syndrome, a rare hereditary endocrine cancer syndrome [31], indicating an anti-proliferative and tumor suppressive role in endocrine tissues. Conversely, an oncogenic function has been identified for menin in MLL-fused leukemia. Here, menin co-recruits the ‘super elongation complex’ (SEC), a driver of aberrant gene expression, through interaction with MLL [7]. Based on these findings, different menin-MLL inhibitors have been tested in MLL-fused AML/ALL and beneficial therapeutic effects have been reported in several pre-clinical models [4,19,22,26].

However, menin-MLL and other menin protein interactions, have been proposed to play additional important roles in cancer models beyond MLL-fused leukemia [8,9,10,11,32]. All these studies have validated the role of menin by knock-down approaches or with different small molecule probes with limited potency and/or selectivity. Additionally, findings of the role of menin in solid cancer models have not been extended since the initial reports and still await further confirmation. Therefore, we have devoted significant resources in identification and characterization of BAY-155, a novel potent inhibitor targeting menin with improved cellular potency and selectivity, and with oral bioavailability. With the improved properties of BAY-155, we were able to re-address and extend on the proposed cancer roles of menin in a more comprehensive chemical biology based target validation [33,34].

We analyzed BAY-155 and MI-503 in a head-to-head comparison. Interestingly, the cross-comparison showed significant differences in the selectivity profiles of both compounds. MI-503 inhibited ~30% of all tested targets in the selectivity panel in contrast to BAY-155, where selectivity was much improved (in only 7/77 cases an IC_50_ value could be reached). Since selectivity has been tested using a high 10 µM concentration, some of the detected off-target activities are probably not relevant in the cellular context. Nevertheless, it cannot be excluded that previously reported effects of MI-503 seen by using higher concentrations were driven by inhibition of other pathways not related to menin.

We used BAY-155 to evaluate the general role of menin in transcriptional regulation in cancer. Menin was reported to be involved in transcriptional activation and repression complexes [2,35]. The interaction with MLL1 and MLL2 [36] as well with c-MYC [17] links menin to transcriptional activation, whereas the interaction with SUV39H1 [37] and JunD [5] associates it with transcriptional repression. Our RNA-seq analysis of samples treated with BAY-155 revealed cell-specific gene expression changes, with very limited overlap between the tested models, which undermines an overarching role of menin in transcriptional regulation. Surprisingly, in the majority of models analyzed more genes were transcriptionally activated than repressed by BAY-155. This suggests that menin has a pronounced role as a transcriptional repressor possibly via interaction with SUV39H1 [37] or JunD [5]. JunD and MLL1 compete for the same binding pocket in menin and it is therefore highly probable that BAY-155 also inhibits formation of menin-JunD complexes. The binding side of the transcriptionally repressive H3K9 methyltransferase SUV39H1 is different from the MLL1 interaction side in menin, so that the potential effects of BAY-155 on menin-SUV39H1 complexes are likely to be indirect. The finding that there are more up- than down-regulated genes after menin inhibition is particularly interesting, since most reports published to date highlighted a gene activating role of menin [35].

Beyond a possible global role of menin as epigenetic regulator, several studies reported more tumor tissue specific mechanisms [5,9,17,22,38]. However, only a very limited number of cancer cell models were tested so far. Herein, we evaluated the menin tool inhibitor BAY-155 for its proliferation effects in a comprehensive cancer cell line panel. Interestingly, BAY-155 showed most pronounced anti-proliferation effects in blood and liver-derived cancer cell lines, whereas only a very limited number of cell lines of other origin responded. Surprisingly, none of the previously described breast [8], prostate [9] or synovial sarcoma [24] models showed a significant anti-proliferative response, which does not support a particularly important role of menin in these cancers. Among the leukemia-derived models, MLL-fused AML/ALL cell lines were classified as the top responders. This trend observed in the in vitro cell proliferation panel was translated into in vivo inhibition of AML-derived xenograft models after oral BAY-155 treatment. Additionally, ex vivo gene expression analysis confirmed previous observations of differentiation marker induction and down-regulation of MLL fusion target genes from in vitro experiments which we and others previously reported [4,22,26].

In summary, by using BAY-155 we could further substantiate previous observations of the prominent role of menin in the pathogenesis of MLL-fused leukemia [4,22], which brings support to the clinical validation of future improved menin inhibitors.

Several previous studies have proposed menin to be critical important for AR- and ER-mediated hormone receptor signaling [8,9,12,13]. In our gene expression analysis in castration-resistant prostate cancer models, we found a slight but significant inhibition of AR receptor regulated genes by BAY-155, which supports a modulating role of menin in this pathway [9]. In ER-positive breast cancer, it was proposed that the menin-MLL complex co-regulates a proliferation-associated gene expression program including *ESR1*, the gene encoding the ER [8]. Surprisingly, findings related to the role of menin in regulating ER-specific gene expression could not be fully confirmed by BAY-155. A possible explanation for this might come from the usage of different validation methods. In previous studies, data had been generated by shRNA knock-down and using a weaker menin tool inhibitor MI-2 (in-house IC_50_ measured for menin-MLL interaction ~1 µM), a parent compound of MI-503. Additionally, we evaluated MCF7 and VCaP xenografts and compared the effects to tamoxifen and enzalutamide, respectively [39,40,41]. Neither, MCF7 nor VCaP tumors exhibited a reduced tumor volume or weight upon BAY-155 treatment. Moreover, ex vivo gene expression analysis of several estrogen- and androgen-regulated genes showed no effect of BAY-155, whereas, significant down-regulation was detectable after tamoxifen (MCF7) or enzalutamide (VCaP) treatment. Therefore, despite some reports on the importance of menin-MLL function in ER-positive breast cancer and AR-positive prostate cancer, we were not able to detect significant anti-tumor effects in pre-clinical models with BAY-155. We found effects on AR gene regulation for BAY-155, but they did not translate into significant anti-proliferative effects in vitro or in vivo. Considering that since the initial reports no further evidence for an impact on these tumors has been published (even not with next generation menin inhibitors [4,23]) early data should be taken with caution, due to the use of potential inaccurate tools.

In addition, based on our cancer cell line panel, we tested the activity of BAY-155 in several in vivo xenograft experiments, which have not been reported before. Both KYSE-150 and RKO cells were highly sensitive to BAY-155 treatment in our in vitro screen (Figure 2) with an IC_50_ in similar range to that for which effects were observed for the MV4;11 and MOLM-13 models. In our analysis for a potential in vivo translation in xenograft experiments, we observed a significant inhibition of KYSE-150 tumor growth. In contrast to that, the RKO model did not show any response to the BAY-155 treatment. This indicates that the limited models which responded in the in vitro proliferation panel do not all behave similarly in an in vivo setting. Several potential reasons could lead to lack of efficacy in a xenograft experiment. One example for this is the in vitro evaluation of BAY-155 on the RKO cells which was performed in a 2D culture setting, while a xenograft experiment utilized a 3D tumor and thus a higher degree of biological complexity. Therefore, the underlying molecular mechanisms (e.g., biomarkers) which resulted in anti-proliferation effects in those models need to be further explored.

## 4. Materials and Methods

### 4.1. Materials

BAY-155 and MI-503 have been synthesized in house as previously described [22,27]. Cell lines: MV4-11, BT474, ZR75-1, RKO, VCaP, 22Rv1, MCF7, G-401, DLD-1, MIA PaCa-2 and PANC-1 cells were obtained from ATCC. MOLM-13, LNCaP, LoVo, SW1463, and JMSU-1 cells were obtained from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ, Braunschweig, Germany). All used cells were cultured in the appropriate media and conditions.

### 4.2. Biochemical Assay

The ability of BAY-155 and MI-503 to interfere the menin-MLL interaction was quantified by a TR-FRET assay using recombinant full length, His-tagged menin [42] and a synthetic biotinylated MLL1 a.a. 4–15 (Biosyntan) [28]. Briefly, 2 nM of menin, 0.1 nM to 20 µM test compounds, 50 nM MLL1 peptide and TR-FRET detection reagents (2 nM anti-6XHis-Tb cryptate and 50 nM Streptavidin XL-665, both from Cisbio) were mixed stepwise and allowed to equilibrate for 0.5–4 h at RT in assay buffer (50 mM Tris/HCl pH 7.5, 50 mM NaCl, 0.1% BSA and 1 mM DTT). TR-FRET measurements were performed by excitation of the mix at 337 nm with emission fluorescence readings at 622 nm (donor) and 665 nm (acceptor) in a PHERAstar microtiter plate reader (BMG Labtech). Raw values (acceptor/donor ratios) were normalized between a full binding vehicle control (0% inhibition) and a 100% inhibition control, where menin was replaced by assay buffer. IC50 values were obtained by fitting the normalized data to a four-parameter logistic equation.

### 4.3. Protein Purification

Cloning of expression vectors for recombinant menin was performed as follows. The cDNAs encoding the protein sequences of full-length human menin (O00255-1, 1-615) with an N-terminally fused TEV cleavable GST tag were optimized for expression in eukaryotic cells and synthesized using the GeneArt technology from Life Technologies (Carlsbad, CA, USA). cDNA also encoded att-site sequences at the 5′ and 3′ ends, allowing subcloning into the different destination vectors using the Gateway Technology. Proteins were expressed in *E. coli* BL21 (DE3) following 0.1 mM IPTG induction at 17 °C overnight. For purification, cell pellets were resuspended in buffer A (50 mM Tris pH 7.5, 300 mM NaCl, 2 mM DTT). Cells were lysed using a high pressure Microfluidics apparatus and the cell debris pelleted by centrifugation. The supernatant was applied to a GST column (GE Healthcare, Chicago, IL, USA), washed with two column volumes of washing buffer A and eluted with Buffer B (Buffer A plus 15 mM reduced glutathione). If necessary, the purification tag was cleaved off with the addition of His-TEV protease (1:20 mass ratio) during overnight incubation in buffer A. His-TEV was removed by IMAC column rebinding and final protein purification of either GST-cleaved or uncleaved menin-1 was performed by size exclusion chromatography using a HiLoad 16/60 Superdex 200 (GE Healthcare) column in buffer C (Buffer A but 50 mM NACl).

### 4.4. Isothermal Titration Calorimetry

A solution of purified menin (1–615 with GST-tag cleaved as described above) was prepared in ITC buffer (50 mM sodium phosphate pH 7.5, 50 mM NaCl, 1 mM beta-mercaptoethanol) using a PD-10 desalting column (Sephadex G-25 M, GE Healthcare) and concentrated to a final concentration of 56 µM using an Amicon Ultra-4 centrifugal filter device (Millipore, Burlington, MA, USA). The compound was dissolved in 100% DMSO to a concentration of 10 mM and subsequently diluted to a final concentration of 5 µM in ITC Buffer. Isothermal Titration Calorimetry (ITC) was performed at 25 °C in a Microcal PEAQ-ITC (Malvern Panalytical). 5 µM compound was titrated with 56 μM menin (1–615) in ITC Buffer using injections of 2 μL within 4 s at 100-s intervals and a stirring speed of 1000 rpm. Reference Power was set to 6 μcal/s. Data were collected on high feedback mode. Analysis was performed with a single binding site model in the Microcal PEAQ-ITC Analysis Software (Malvern Panalytical).

### 4.5. Metabolic Stability in Rat Hepatocytes

Liver cells were distributed at a density of 1.0 × 10^6^ cells/mL and treated with 1 µM BAY-155 or MI-503. During incubation, the hepatocyte suspensions were continuously shaken, and aliquots were taken at 2, 8, 16, 30, 45, and 90 min, fixed with cold methanol and stored at −20 °C. Next, samples were centrifuged and the supernatant was analyzed with an LC-MS/MS. The compound half-life was determined from the concentration–time plot. The intrinsic clearances were calculated from the half-life, together with additional parameters (liver blood flow, quantity of liver cells in vivo and in vitro). The hepatic in vivo blood clearance (CL) and the maximal oral bioavailability (Fmax) were calculated using the following parameters: liver blood flow, 4.2 L/h/kg rat; specific liver weight, 32 g/kg rat body weight; liver cells in vivo, 1.1 × 10^8^ cells/g liver; liver cells in vitro, 0.5 × 10^6^/mL.

### 4.6. Permeability Assay

Caco-2 cells were distributed at a density of 4.5 × 10^4^ cells/mL on 24-well insert plates (0.4 μm pore size) and cultured for 15 days with medium change every second or third day. Prior to the permeation assay, the culture medium was replaced with an FCS-free Hepes-carbonate transport buffer (pH 7.2). BAY-155 and MI-503 were dissolved in DMSO and 2 μM of the inhibitor was applied to the apical or basolateral compartment. Analysis of inhibitor content was performed following precipitation with methanol by LC/MS/MS analysis.

### 4.7. Cell Line Proliferation Panel

The characterization of proliferation effects in 401 cancer cell lines was performed on the OmniScreen™ platform (CrownBio). Briefly, cells were seeded at the appropriate density for a five-day growth period and treated with BAY-155 (10 µM maximal concentration with 3.16-fold serial dilutions with 9 dose levels) or left untreated as control. For determination of viability the CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega, Madison, WI, USA) was used. For absolute IC_50_ determination, a dose-response curve was fitted using a nonlinear regression model with a sigmoidal dose-response using GraphPad Prism 5.0. The surviving rate (%) = (LumTest-LumMedium control)/(LumNon-treated-LumMedium control) × 100%.

### 4.8. Gene Expression

Total RNA was isolated using RNeasy-Plus Mini kit (Qiagen, Hilden, Germany). RNA (1 μg) was reverse transcribed using SuperScript III First-Strand Synthesis SuperMix (Life Technologies) and the generated cDNA was analyzed with commercial primers (Supplementary Materials Table S1) by qRT-PCR using TaqMan Fast Advanced Master Mix (Life Technologies). For the RNA-seq study, ZR-75-1, BT474, PANC-1, MiaPaCa-2, 22RV1, JMSU-1, DLD-1, SW1463, LoVo and G401 cells were treated with 5 µM BAY-155 or DMSO for 48 h prior to RNA extraction. After 48 h of 5 µM BAY-155 or DMSO treatment, MCF7, VCaP and LNCaP cells were stimulated for further 12 h with 0.1 nM of E2 (ß-Estradiol) or 1 nM R1881, respectively. MCF7, VCaP and LNCaP cells were cultured in starvation medium (containing 5 µM BAY-155 or DMSO) 6 h before stimulation. RNA was isolated using RNeasy-Plus Mini kit (Qiagen). The purified RNA was used for library preparation (Illumina, San Diego, CA, USA. TruSeq Stranded mRNA Kit) and the generated libraries were sequenced (Illumina, HiSeq2500 HTv4, SR, dual-indexing, 50 cycles).

### 4.9. Data Analysis and Statistical Methods 

RNA-seq reads were aligned to hg38 using STAR aligner. Protein-coding genes with more than 10 reads in more than three samples were used for the analysis (total samples N = 86; genes N = 13,003). DESeq2 was used to find genes differentially expressed upon treatment by the menin inhibitor in each cell line compared to DMSO or hormonal treatment (for MCF-7, LNCaP and VCaP cell lines). Genes with log2 fold change (logFC) above 1 or below −1 and adjusted p-value below 0.1 were considered significantly regulated. GSEA analysis was run on the pre-ranked list based on logFC in prostate (VCaP and LNCaP) and breast (MCF7) cell lines. Data are available at GEO under accession number GSE136272.

### 4.10. Mouse Studies

Tumor cells were injected subcutaneously into the flanks of 6- to 9-week old animals. Efficacy studies in xenograft models were performed at Bayer or EPO GmbH (Berlin-Buch, Germany) using NMRI nu/nu, SCID, BALB/c Nude female mice or SCID male mice (VCaP tumors). All animal studies were conducted in accordance with the animal welfare laws and were approved by the State Office for Health and Social Affairs Berlin (LAGeSo). Experiments were run under the animal license B3600a0007. Compound treatment started at a predefined tumor size or burden or at a predefined day after cell inoculation. BAY-155 was administered orally (p.o.) at various doses and regorafenib, tamoxifen and enzalutamide (resuspended in PEG400/H_2_O 6/4 or PEG400/EtOH 9/1) were used as control treatment for RKO, MCF7 and VCaP xenografts, respectively. Subcutaneous tumor volumes were determined by caliper measurement.

### 4.11. Ex Vivo Analysis

Tumors were harvested, dissociated and total RNA was extracted using the TissueLyser (Qiagen, Hilden, Germany) together with RNeasy-Plus Mini kit according to the manufacturer protocol.

### 4.12. Availability of Data and Materials

The data generated or analyzed during this study are included in the published article and its supplementary files. Gene expression data is available at GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE136272.

## 5. Conclusions

Based on our independent studies with a novel chemical probe inhibitor, we substantiated that interference with the menin-MLL interaction leads to a specific therapeutic effect in MLL fused leukemia. Other solid cancer models, previously suggested to be significantly responsive to inhibition, were not dependent on menin for survival. These results clearly underline the necessity to cross-validate described phenotypes with selective chemical probes. In summary, the findings of this study with the novel menin tool inhibitor BAY-155 add important critical validation data to the menin-MLL interaction as a therapeutic target in cancer.

## Figures and Tables

**Figure 1:**
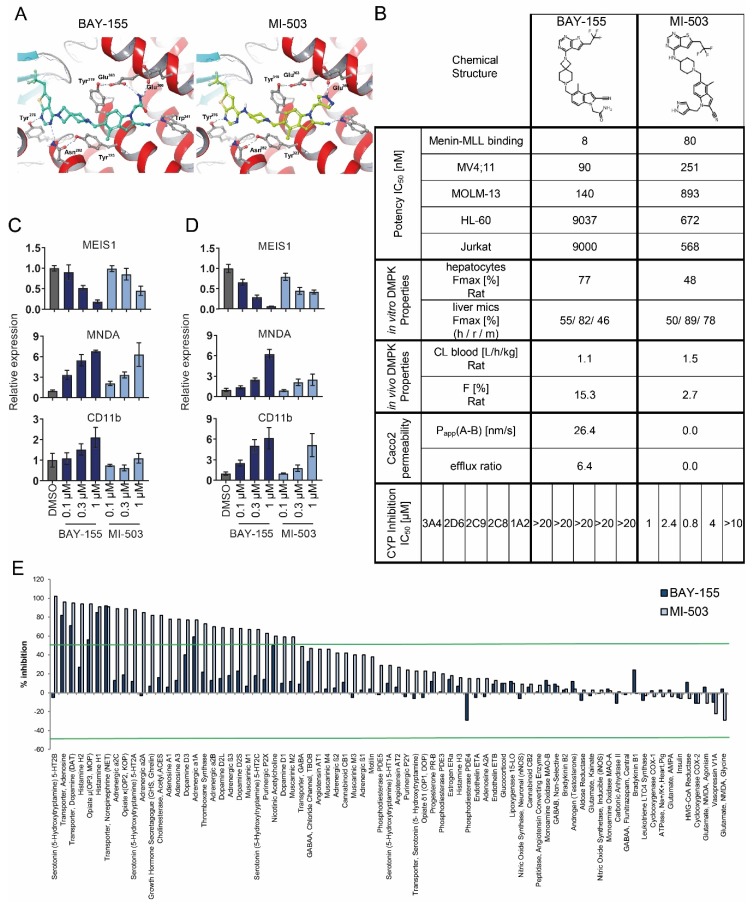
Pharmacological activity and selectivity of the menin-MLL inhibitors BAY-155 and MI-503. (**A**) X-ray structure of menin in complex with compound MI-503 (4X5Y.pdb, **right**) and with docked BAY-155 (**left**). In both binding mode representations, the rotamer of Asn282 has been adapted and taken from 4GQ3.pdb. (**B**) Characterization of drug-like properties of BAY-155 and MI-503. Data presented for BAY-155 have been previously reported [26]. (**C**,**D**) Relative qRT-PCR analysis of genes associated with hematopoietic differentiation in MV4;11 (**C**) or MOLM-13 (**D**) cells after four days of treatment with BAY-155 or MI-503. Data presented are an average of three biological replicates normalized to vehicle control (DMSO). (**E**) Selectivity profile of BAY-155 and MI-503 in a panel of assays covering several safety pharmacology relevant proteins. Inhibitors were tested at a concentration of 10 µM. Green lines indicate 50% of inhibition or activation relative to vehicle control (DMSO).

**Figure 2:**
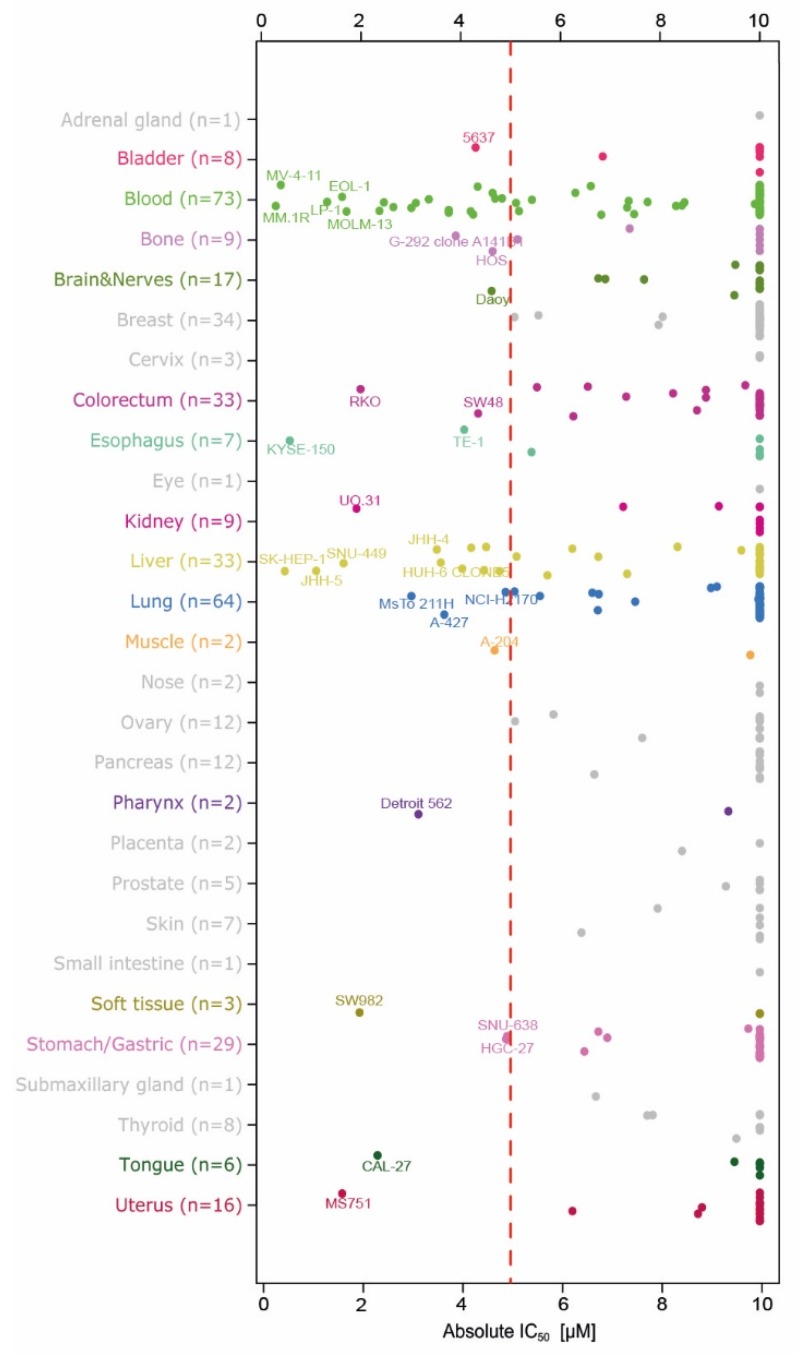
Anti-proliferative activity of BAY-155 in a cancer cell line panel. Sensitive cell lines are indicated to the left of the red dashed line (IC_50_ < 5 µM). For each tissue of origin, up to five highly sensitive cell lines are indicated by name.

**Figure 3:**
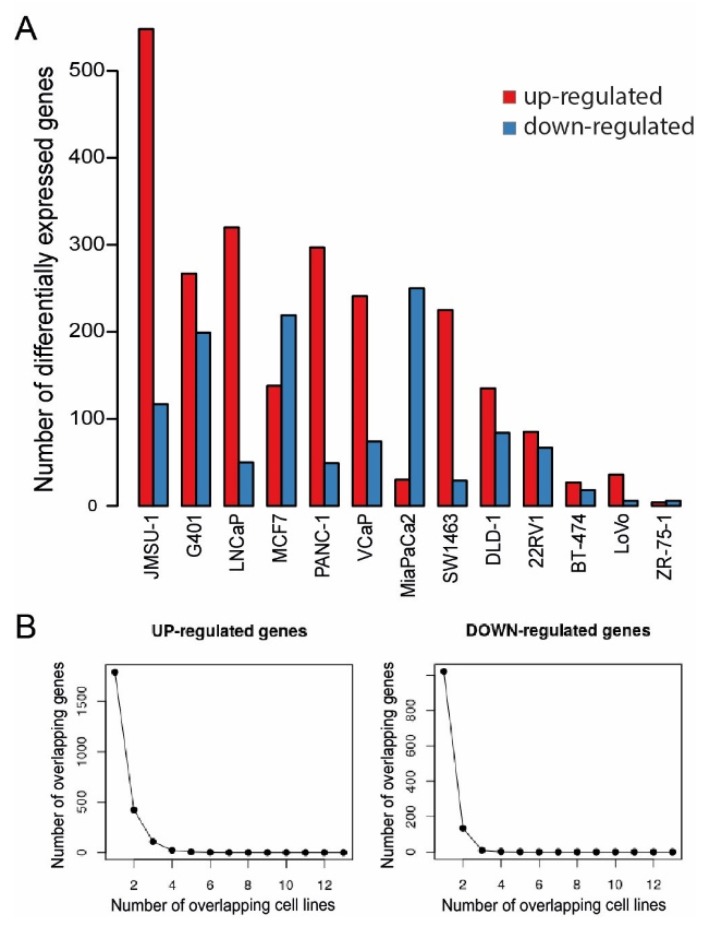
Differential gene expression effects of BAY-155 across several solid cancer cell models. (**A**) Number of genes up-regulated (red bars) and down-regulated (blue bars) upon treatment by BAY-155 in the indicated cell models (logFC > 1 or logFC < −1 and FDR < 0.1). (**B**) Number of overlapping up-regulated (**left**) or down-regulated (**right**) genes in cell lines treated with BAY-155.

**Figure 4:**
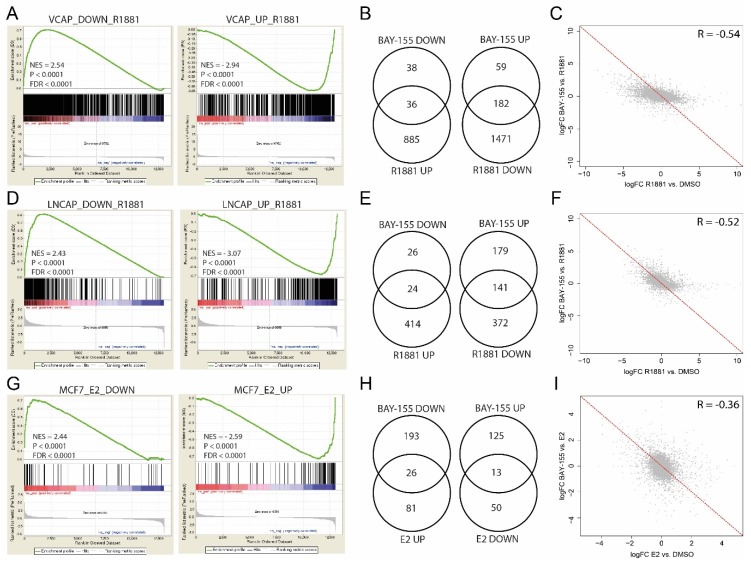
Differential gene expression effects of BAY-155 in prostate and breast cancer models. (**A**,**D**) Gene Set Enrichment Analysis (GSEA) of androgen up-regulated and down-regulated genes after R1881-induction of BAY-155 treated VCaP (**A**) and LNCaP (**D**) cells. (**B**,**E**) Venn-diagrams representing the overlap between BAY-155 and R1881 differentially regulated genes in VCaP (**B**) and LNCaP (**E**) cells. (**C**,**F**) LogFC correlation of R1881-induced gene expression changes and BAY-155 treatment induced gene expression changes in VCaP (**C**) and LNCaP (**F**) cells. (**G**) GSEA of estrogen up-regulated and down-regulated genes after E2-induction of BAY-155 treated MCF7 cells. (**H**) Venn-diagrams representing the overlap between BAY-155 and E2 differentially regulated genes in MCF7 cells. (**I**) LogFC correlation of E2-induced gene expression changes and BAY-155 treatment induced gene expression changes in MCF7 cells. Genes with Log2FC > 1 or < −1 and FDR < 0.1 were considered significantly changed.

**Figure 5:**
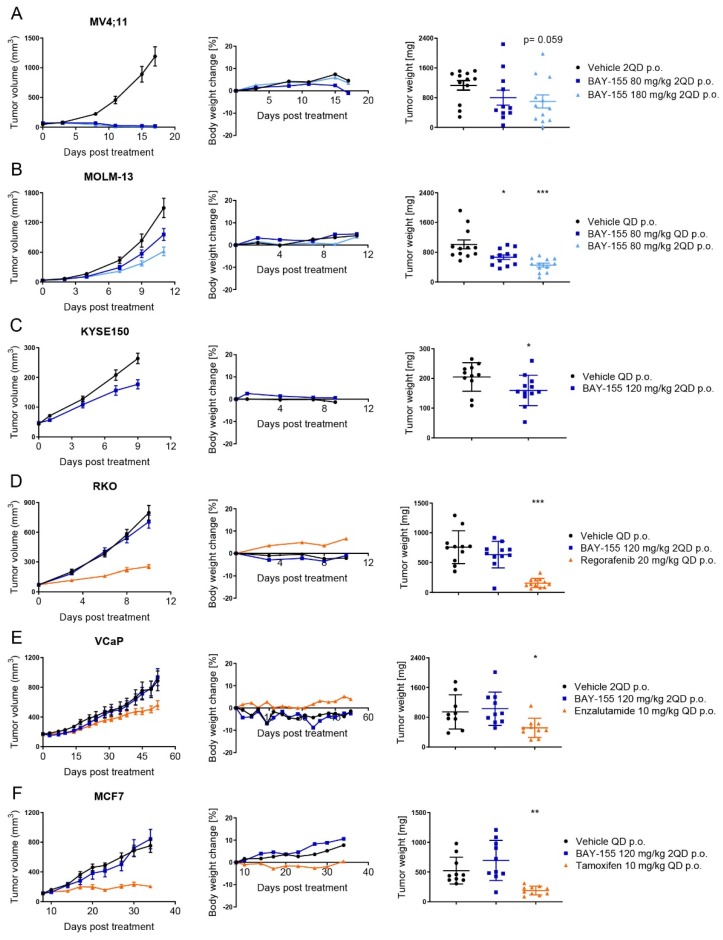
In vivo efficacy of BAY-155 in various tumor models. Tumor volumes (left), body weight change (center) and tumor weights (right) in mice bearing subcutaneous (**A**) MV4;11, (**B**) MOLM-13, (**C**) KYSE150, (**D**) RKO, (**E**) VCaP, (**F**) MCF7 xenografts and treated once or twice daily with the indicated doses of BAY-155. RKO, MCF7 and VCaP xenografts were also treated with regorafenib, tamoxifen and enzalutamide at the indicated doses, respectively. The tumor weight was assessed at the end-point of the study; unpaired *t*-test with Welch’s correction was used for statistical testing. Data are presented as mean value ± SEM, n = 10 or 12 mice per group. Significant difference between vehicle control and treatment group: * *p*-value ≤ 0.05; ** *p*-value ≤ 0.01; *** *p*-value ≤ 0.001.

**Figure 6:**
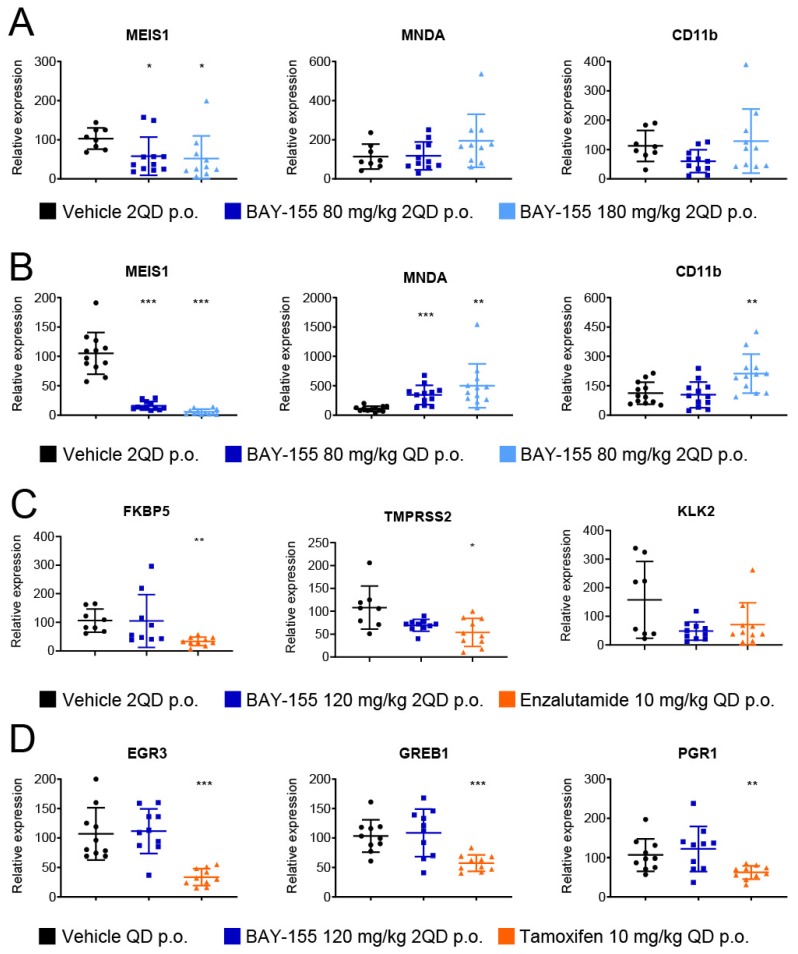
Mechanistic mode of action effects of BAY-155 ex vivo. (**A**,**B**) Relative expression level of *MEIS1*, *MNDA* and *CD11b* after 17 or 11 days of treatment with BAY-155 or vehicle at the indicated dose in MV4;11 (**A**) or MOLM-13 (**B**) xenografts, respectively. (**C**) Relative expression level of *FKBP5*, *TMPRSS2* and *KLK2* after 52 days of treatment with BAY-155, enzalutamide or vehicle at the indicated dose in VCaP xenografts. (**D**) Relative expression level of *EGR3*, *GREB1* and *PGR1* after 27 days of treatment with BAY-155, tamoxifen or vehicle at the indicated dose in MCF7 xenografts. Data were normalized to 18S RNA and the average vehicle control. Significant difference between vehicle control and treatment group: * *p*-value ≤ 0.05, ** *p*-value ≤ 0.01, *** *p*-value ≤ 0.001, two-sided *t*-test.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/1/201/s1, Table S1: TaqMan probes used for qRT-PCR, Figure S1: Isothermal Titration Calorimetry measurement of BAY-155 and MI-503 on purified menin protein (1-615 aa), Figure S2: BAY-155 treatment leads to degradation of menin protein, Figure S3: Effects of MEN1 knock-out in the Achilles Project data set, Figure S4: Differential gene expression effects of BAY-155 on androgen and estrogen target genes.

## Abbreviations

AML	Acute myeloid leukemia
ALL	Acute lymphoblastic leukemia
AR	androgen receptor
ER	estrogen receptor
DTT	Dithiothreitol
BSA	Bovine Serum Albumin
MLL	Mixed-lineage leukemia
GPCRs	G-protein coupled receptors
GSEA	Gene set enrichment analysis
TR-FRET	Time-Resolved Fluorescence Resonance Energy Transfer
ITC	Isothermal Titration Calorimetry
SCID	severe combined immunodeficiency
PCA	principal component analysis
NES	normalized enrichment score

# Supplementary material for: Characterization of the Menin-MLL Interaction as Therapeutic Cancer Target
**Source:** Cancers (Basel). 2020 Jan 14;12(1):201. doi: 10.3390/cancers12010201
**Supplement:** Supplementary file 1

	Gene Name	Probe Nr.
TaqMan probe	CD11b	Hs00167304_m1
	MNDA	Hs00935905_m1
	18s RNA	4319413E
	MEIS1	Hs00180020_m1
	GREB1	Hs00536409_m1
	EGR3	Hs00231780_m1
	PGR1	Hs00172183_m1)
	KLK2	Hs00428383_m1
	FKBP5	Mm00487406_m1
	TMPRSS2	Hs00237175_m1

Supplementary Table S1. TaqMan probes used for qRT-PCR

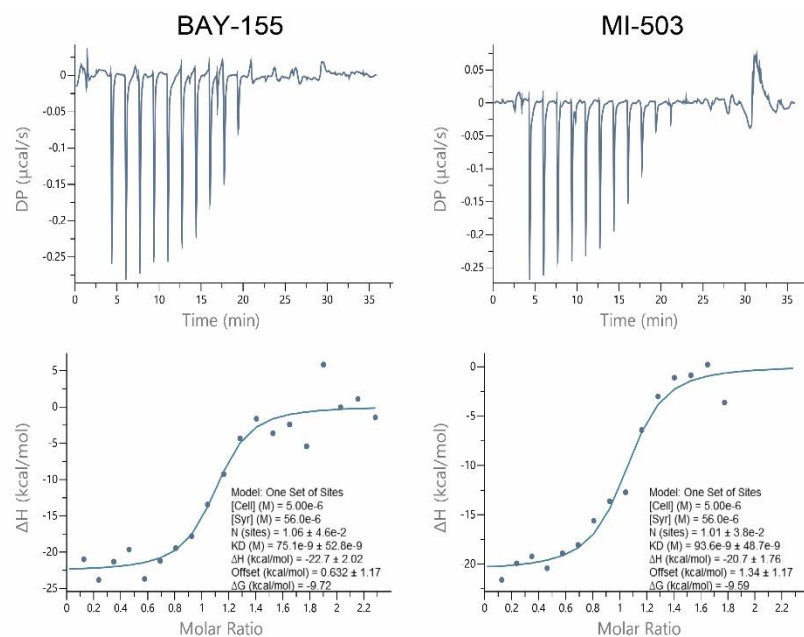

Supplementary Figure S1. Isothermal Titration Calorimetry measurement of BAY-155 and MI-503 on purified menin protein (1-615 aa).

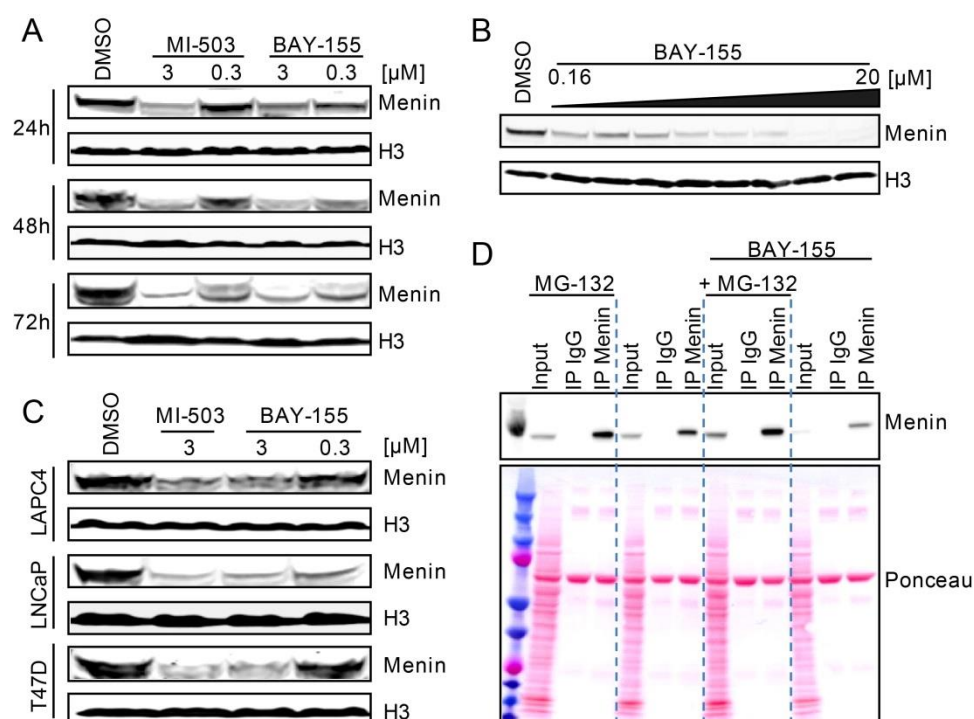

Supplementary Figure S2. BAY-155 treatment leads to degradation of menin protein. **(A)** Western blot depicting menin and histone H3 protein expression after treatment with DMSO, BAY-155 or MI-503 in VCaP cells for the indicated periods of time and concentrations. **(B)** Western blot of menin and histone H3 protein expression in LAPC4, LNCaP and T47D cell lines. **(C)** Western blot showing dose-dependent down-regulation of menin protein expression after BAY-155 treatment in VCaP cells. **(D)** Rescue of menin protein degradation with MG-132 co-treatment. Western blot of menin immunoprecipitation after DMSO, MG-132 (10 μ M), BAY-155 (10 μ M) or BAY-155 (10 μ M) together with MG-132 (10 μ M) treatment in VCaP cells for 16 h. Ponceau staining was used as loading control.

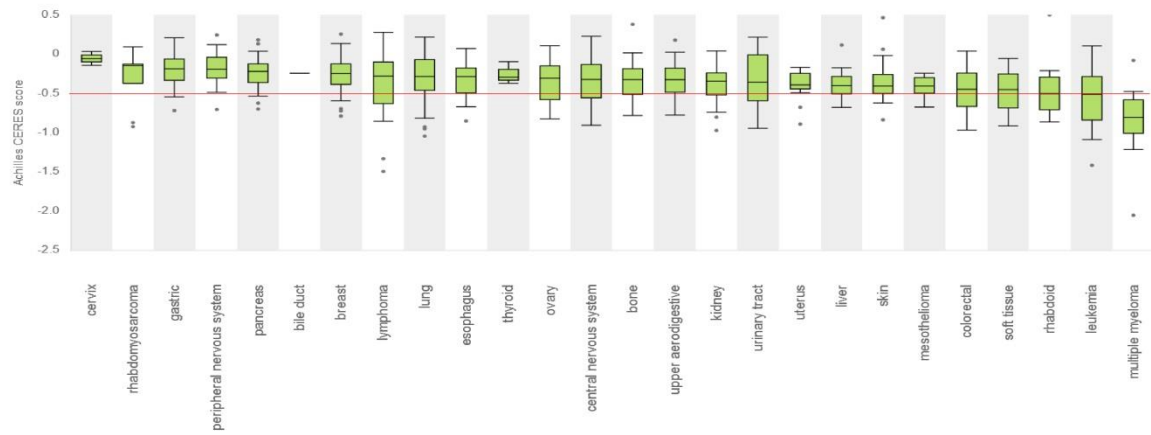

Supplementary Figure S3. Effects of MEN1 knock-out in the Achilles Project data set.

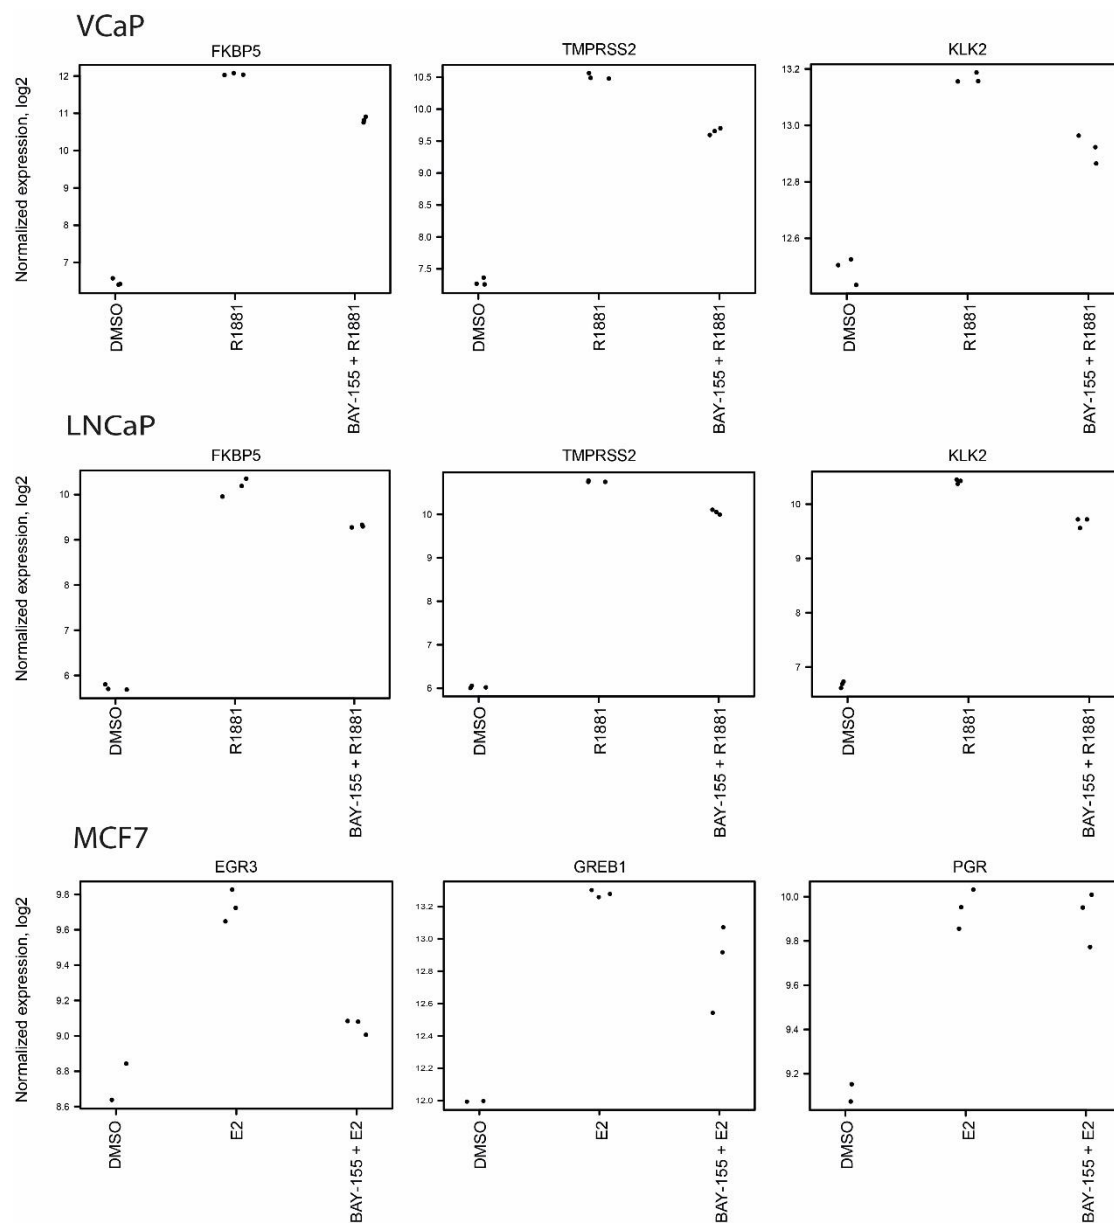

Supplementary Figure S4. Differential gene expression effects of BAY-155 on androgen and estrogen target genes. Data are presented as normalized log₂ expression values of biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

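The set holds RNA-seq of 86 samples of 13 human cancer cell lines, with 38 samples treated with DMSO, 30 with BAY-155, 6 with R1881, 6 with BAY-155 and R1881, 3 with E2 and 3 with BAY-155 and E2. The authors sequenced stranded poly(A) libraries with single reads of 50 bases and aligned them to GRCh38 (hg38) with STAR, and their notes also name bcl2fastq 2.17, RSEM and DESeq2. The deposited table holds the authors' expected counts per gene and sample, as RSEM estimates them from the aligned reads, without normalization and without a filter. It lists 58352 genes by Ensembl ID. Of these, 57754 were found in GENCODE release 44, which gave symbols, biotypes and coordinates, and 19773 of them are protein-coding.
Expected counts were rounded to whole numbers for the tests. Genes were kept that were protein-coding and had more than 10 counts in more than 3 of the 86 samples, the filter the paper states, which left 16060, more than the paper reports. Total counts ran from 13616294 to 25877041 per sample. In counts simulated at these depths for the real genes of 4 comparisons, edgeR found 98% of 50 genes given a log2 fold change of 1, and 100% given 1.5 or more, at an adjusted p under 0.1. It also called 28 to 35 of the unchanged genes, and DESeq2 44 to 69. The changed genes lay above 5 CPM and were scored on the adjusted p alone, without the fold change threshold. Each gene was drawn independently, without a shift of many genes in 1 library. The shares may therefore not carry over to the real libraries. All columns of the table were mapped to a line, an arm and a replicate number. Every library of the tested comparisons was used.
Each line was fitted on its own with all its arms in edgeR 4.0.16 (R 4.3.3), with TMM normalization, quasi-likelihood dispersions and Benjamini-Hochberg adjustment over the genes tested. The 16 comparisons were BAY-155 against DMSO in 10 lines, BAY-155 with hormone against hormone in VCaP, LNCaP and MCF7, and hormone against DMSO in the same 3 lines. Lines of 1 tissue were compared through the difference of their BAY-155 effects. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, and with fry. Hormone gene sets were tested with fgsea 1.28.0 on the log2 fold changes with 10000 permutations. Overlaps between lines were set against 10000 draws of independent lists, and correlations across lines against 100000 permutations. For comparisons that share hormone libraries, 20 sets of samples were simulated without a BAY-155 effect, with each gene drawn independently. Hormone sets were also defined without 1 hormone library and tested on log2 CPM differences between BAY-155 libraries and that library, for sets of at least 10 genes. Figures and tallies used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The 28 lists cover androgen-induced and androgen-repressed genes, estrogen-induced genes, HOX genes, menin and its partners, other KMT2 and repressive complex genes, leukemia readout genes, menin-linked cell cycle inhibitors, cholesterol synthesis and uptake, lysosome genes, the amino acid response, endoplasmic reticulum chaperones, p53 targets, interferon-stimulated genes, MHC class I antigen presentation, mitosis, DNA replication, MYC targets of ribosome biogenesis, hypoxia, AP-1 and immediate early genes, inflammatory cytokines, epithelial and mesenchymal genes, neuroendocrine genes, metallothioneins, and prostate, breast luminal and colorectal markers. Lists, comparisons, their main tests and the alternatives were fixed before the data were examined, and the tests of explanations, apart from the chance overlap of lists, were chosen after the results were seen. Named genes are those the paper names, whose values in its figures had been seen, and those picked by rule. The rule takes up to 12 genes per comparison and direction with the largest changes past the thresholds, at least 5 CPM in the higher group and groups that do not overlap. It also takes the 4 members of each list with the smallest adjusted p, the genes called in most lines, and the 10 genes per direction with the largest reversal of a hormone response. The text names part of them.
Alternatives were DESeq2 1.42.0 with and without a prior on the fold change, DESeq2's scaling (RLE) in edgeR, no low-count filter, edgeR's filterByExpr, all biotypes, 1 fit of all samples, the replicate number as a block, and leaving out each library or each replicate number in turn. Replicate numbers come from the sample labels and the paper names no pairing. Samples of a line were taken as paired where all 3 numbers correlated above 0.1 between arms in their deviations from the group means, which held for PANC-1, MiaPaCa2, SW1463, BT-474 and ZR-75-1. E2 against DMSO in MCF7 could not meet this rule, since DMSO has no replicate 3. Its replicate numbers 1 and 2 each correlated at 0.81. Other splits of the samples into groups of the same sizes were counted for 15 comparisons. Proliferation, animal and PCR data were not analysed here.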

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

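The tests of scaling, of medium and hormone and of menin in this part were chosen after the results were seen.
In pairs of lines from 1 tissue, the test of the difference between their BAY-155 effects counted the genes that passed at over 2-fold. There were 926 such genes between PANC-1 and MiaPaCa2, 353 between VCaP and LNCaP, 249 between LoVo and DLD-1, 218 between SW1463 and DLD-1, 32 between SW1463 and LoVo and 10 between BT-474 and ZR-75-1. Without 1 replicate number the lowest counts in this order were 650, 161, 21, 1, 13 and 2, and the replicate block gave 1066, 285, 223, 451, 50 and 28. Lists differed as well, and the adjusted p from camera with an estimated correlation was 2.94e-07 for cholesterol synthesis and uptake and 9.30e-05 for DNA replication between VCaP and LNCaP. It was 0.000116 for cholesterol between PANC-1 and MiaPaCa2, and 5.74e-05 for cholesterol and 0.000536 for estrogen-induced genes between BT-474 and ZR-75-1.
Outside the HOX and hormone-responsive genes that the paper discusses for the 13 lines, camera called several lists with its preset correlation. The number of lines with a changed list was 12 for cholesterol synthesis and uptake, 11 for lysosome genes, 9 each for the amino acid response, MHC class I antigen presentation, mitosis and DNA replication, and 8 for AP-1 and immediate early genes. With an estimated correlation 7 lines were left for cholesterol and 1 each for lysosome genes (LNCaP), the amino acid response (G401) and DNA replication (22RV1), and camera called the other 3 in no line. Outside protein-coding genes, 480 long noncoding RNAs passed the thresholds in at least 1 line. H19 was called in 4 lines, JMSU-1, MCF7, PANC-1 and MiaPaCa2 (higher in 1 and lower in 3), and was picked after its values were seen.
Cholesterol genes moved as a list in 12 of 13 lines, up in 8 and down in 4, and with an estimated correlation up in 6 and down in MiaPaCa2. The list median lay more than 0.1 from the median of all genes in 11 of the 12 lines with TMM and with RLE. Library scaling shifts both medians alike, so this distance cannot test scaling. It shows only that the list moved apart from the other genes, as camera had already called. The medium and the added hormone are argued against as the whole cause, since both sides of each comparison had the same. The list also passed with an estimated correlation in PANC-1, LoVo, 22RV1, BT-474 and MiaPaCa2, which were given no hormone. VCaP and LNCaP, given the same starvation, R1881 and times, moved it in opposite directions (adjusted p = 2.94e-07 for the difference from camera). This cannot exclude an effect of the medium that depends on the line, and the fall in LNCaP did not pass with an estimated correlation. Whether the change needs menin stays open, since the list in ZR-75-1 had an adjusted p of 0.0839 with an estimated correlation. Doses, other compounds and cholesterol itself were not measured, so a direct action of the compound on sterol metabolism remains an untested biological explanation.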

How the results depend on the processing

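All alternatives here were planned before the data were examined. For the 136 named pairs of gene and comparison, 1869 values kept their direction and side of the threshold, 22 lost the call, 3 gained one and none turned. The fits without 1 replicate number of every arm were not in this tally. Apart from genes the paper names, the pairs were picked by their changes in these data. Of the 136, 131 had an adjusted p under 0.1 from edgeR, so their stability was in part fixed by the choice. Among summary results, such as counts and correlations, 402 values stayed within the set limits, 120 moved and 2 weakened. In simulated counts edgeR found 98% of 50 genes given a log2 fold change of 1 and called 28 to 35 unchanged genes per comparison. The changed genes lay above 5 CPM, were drawn independently and were scored on the adjusted p alone, so the share may not carry over to the real libraries. For the counts below that moved over 1.5 times the cause was not tested, apart from fewer samples in the fits with a library left out.
With DESeq2's fold change prior, which shrinks fold changes, the count of changed genes was 208 in JMSU-1, 78 in G401, 118 in LNCaP, 71 in MCF7, 49 in PANC-1, 176 in VCaP, 19 in MiaPaCa2, 4 in SW1463, 34 in DLD-1, 25 in 22RV1, 1 in BT-474 and 6 in LoVo, 610 for R1881 in LNCaP and 39 for E2 in MCF7. Higher in at least 2, 3 and 4 lines were 42, 6 and 3 genes, and lower in at least 2 and 3 lines 22 and 2. Overlaps of hormone-higher with BAY-155-lower genes and of the opposite kind were 30 and 99 in VCaP, 17 and 35 in LNCaP and 9 and 0 in MCF7 (5 with edgeR and 7 with DESeq2 without the prior, where edgeR gave 3300 genes an unadjusted p under 0.05), r in VCaP was -0.514, and the E2-lower set scored 0.971.
DESeq2 called 241 genes in PANC-1, 180 in MiaPaCa2, 55 in SW1463, 133 in 22RV1, 17 in BT-474 and 13 in ZR-75-1, 180 and 29 genes higher in at least 2 and 3 lines and 8 lower in at least 3, 86 R1881-lower genes higher with BAY-155 in LNCaP, and 16 genes that differ between BT-474 and ZR-75-1. One fit of all samples called 535 genes in MCF7, 290 in SW1463, 47 in BT-474, 8 in ZR-75-1 and 210 for E2 in MCF7, gave 529, 131 and 28 genes higher in at least 2, 3 and 4 lines, overlaps of 35 and 18 in MCF7, and 422 genes that differ between SW1463 and DLD-1. Without a low-count filter SW1463 had 1 gene, with all biotypes DLD-1 had 412, and with filterByExpr 8 genes were lower in at least 3 lines and r in VCaP was -0.546. Scaling by RLE moved no count of changed genes in a comparison over 1.5 times. With an estimated correlation 16 of 117 calls of lists were left.
With the replicate number as a block, which removes a shift shared by samples of 1 number, edgeR called 346 genes in SW1463, 77 in BT-474, 79 in ZR-75-1, 63 in LoVo and 34 for E2 in MCF7. It gave 80 genes higher and 29 lower in at least 3 lines, overlaps of 3 and 1 in MCF7, and 50, 451 and 28 genes that differ between SW1463 and LoVo, SW1463 and DLD-1, and BT-474 and ZR-75-1. In the 5 lines taken as paired the block lost the list calls of mitosis, DNA replication and inflammatory genes in SW1463 (adjusted p of 0.0533, 0.0821 and 0.262 from camera). It gained those of epithelial genes in SW1463 (0.000393) and ZR-75-1 (0.0135) and of metallothioneins in MiaPaCa2 (0.00838), and changed no other list call there.
Leaving out 1 library at a time gave 150 to 279 changed genes in MCF7, 185 to 284 in MiaPaCa2, 0 to 702 in SW1463, 167 to 363 in DLD-1, 114 to 361 in 22RV1, 10 to 30 in BT-474, 19 to 56 in LoVo, 0 to 151 in ZR-75-1 and 32 to 95 for E2 in MCF7 (edgeR, where 2279 genes in SW1463 and 1587 in ZR-75-1 had an unadjusted p under 0.05 with all libraries). Leaving out a replicate number of every arm moved counts further, to 3 higher and 21 lower in MCF7 without replicate 3 and 86 and 25 in LNCaP without replicate 1. Leaving out 1 replicate number of every arm gave 153 to 212, 26 to 30 and 5 to 9 genes higher in at least 2, 3 and 4 lines, and 72 to 184 and 3 to 27 lower in at least 2 and 3. Overlaps ran from 29 to 48 and 101 to 182 in VCaP, 15 to 123 and 41 to 100 in LNCaP and 0 to 44 and 1 to 8 in MCF7. Correlations ran from -0.475 to -0.441 in VCaP and -0.445 to -0.306 in MCF7, and the score of the E2-higher set from -2.51 to -1.41 (p = 0.0755 from a permutation test). Between lines, 161 to 348 genes differed for VCaP and LNCaP, 13 to 30 for SW1463 and LoVo, 1 to 221 for SW1463 and DLD-1, 21 to 287 for LoVo and DLD-1 and 2 to 16 for BT-474 and ZR-75-1. In an arm left with 1 sample, as in MCF7 with DMSO, that sample is assumed to vary like the other groups.
No score could be given for the R1881-higher set in VCaP with filterByExpr, where no permutation had its sign, or for the E2-lower set without replicate 3, which was too small. Line differences were not run with the fold change prior.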

Differences from the paper's values

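Counts use the thresholds the paper states, an FDR under 0.1 and an absolute log2 fold change over 1, and all alternatives named were set before the data were examined, with the fits without 1 replicate number in all groups set for counts over several lines. A count is called within the limits if it and the paper's differ by a factor of at most 1.5, and a correlation or score if they differ by no more than its jackknife error over the replicate numbers.
For ZR-75-1 the paper gives 10 changed genes, and 0 were called here with edgeR, where 1587 had an unadjusted p under 0.05. With DESeq2 (13), with 1 fit of all samples (8) and without replicate 2 of both groups (14) the values came within the limits used, and the other alternatives did not. For SW1463 the paper shows about 250 (Figure 3A, read by eye) against 0 with edgeR, where 2279 genes had an unadjusted p under 0.05 and DESeq2 called 55. The replicate block (346), 1 fit of all samples (290) and leaving out replicate 1 of both groups (347) came within the limits, and the others did not. For 22RV1 it shows about 150 (Figure 3A) against 242, and filterByExpr (209), the replicate block (189), DESeq2 (133) and leaving out DMSO replicate 1 (210) or 3 (201) or BAY-155 replicate 1 (180), 2 (169) or 3 (114) or replicate 3 of both groups (134) came within the limits, unlike the rest. For BT-474 it shows about 45 (Figure 3A) against 28, where filterByExpr (32), all biotypes (31), leaving out DMSO replicate 2 (30) or replicate 2 of both groups (36) and 1 fit of all samples (47) came within the limits, unlike the rest.
For E2 in MCF7 the paper shows about 110 higher and about 63 lower genes (Figure 4H) against 66 and 23. Leaving out DMSO replicate 1 (77 higher) or replicate 1 of every arm (89 higher) and 1 fit of all samples (135 higher and 75 lower) came within the limits, and the others did not. Of the E2-higher genes the paper gives 26 as changed by BAY-155 and no direction, against 14 called here, each lower, with DESeq2 (19 lower) and 1 fit of all samples (35) within the limits and the others outside. Of the E2-lower genes it gives 13 as changed, against 5 called here, each higher, with 1 fit of all samples (18) within the limits alone.
In VCaP the paper shows a correlation of about -0.54 (Figure 4C) against -0.474, and filterByExpr (-0.546) alone came within the limits. Its enrichment scores in VCaP are about -2.9 and about 2.5 (Figure 4A) against -2.57 and 2.34. No alternative that gave a score came within the limits for the first, and filterByExpr (2.54) did for the other. In LNCaP the score of the R1881-higher set is about -3.1 (Figure 4D) against -2.62, with filterByExpr (-3.23), DESeq2's fold change prior (-3.24), leaving out replicate 3 (-2.97) and ranking by the signed root of F (-3.18) within the limits. In MCF7 the score of the E2-lower set is about 2.4 (Figure 4G) against 1.57, with 1 fit of all samples (2.38) within the limits alone.
The paper shows about 110 genes higher in at least 3 lines and about 20 in at least 4 (Figure 3B), against 49 and 11. One fit of all samples (131 and 28) and the replicate block (80 and 16) came within the limits, and the other alternatives did not.
The paper reports that its filter left 13003 genes, and with the same stated filter 16060 were left here. The filterByExpr alternative left 12044 to 13359, depending on the comparison. The paper also states that no overlap was seen among 4 lines for higher and 3 lines for lower genes. In this set 11 genes were higher in 4 or more lines and 14 lower in 3 or more, above 10000 draws of independent lists, which held at most 2 and 8.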

Other observations

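The tests of shared libraries, of single libraries, of depth, of MEN1 level and of other splits were chosen after the results were seen, and the chance overlap of lists before.
R1881 itself raised the chaperones of the endoplasmic reticulum and the genes of cholesterol synthesis in both prostate lines. All 13 chaperones rose in VCaP and in LNCaP (13 in each when adjusted over the list alone), among them HSPA5, which encodes the main chaperone BiP, with a log2 fold change of 1.44 (standard error 0.04, adjusted p = 8.47e-10 from edgeR) in VCaP and a log2 fold change of 1.29 (standard error 0.05, adjusted p = 3.39e-08 from edgeR) in LNCaP. BAY-155 took part of this back, with a log2 fold change of -0.41 (standard error 0.05, adjusted p = 8.94e-04 from edgeR) in LNCaP. For cholesterol, 22 of 24 genes rose with R1881 in VCaP and 19 of 24 in LNCaP (22 and 20 when adjusted over the list alone), with the adjusted p from camera at 0.00128 and 0.0203 with an estimated correlation. LDLR, the receptor that takes up cholesterol, had a log2 fold change of 2.42 (standard error 0.05, adjusted p = 1.35e-10 from edgeR) in VCaP and a log2 fold change of 1.63 (standard error 0.09, adjusted p = 3.79e-07 from edgeR) in LNCaP. With BAY-155 the cholesterol list went further up in VCaP and down in LNCaP, where the fall of the list did not pass with an estimated correlation (adjusted p = 0.0841 from camera) and LDLR had a log2 fold change of -0.73 (standard error 0.09, adjusted p = 7.85e-04 from edgeR).
BAY-155 and R1881 fold changes were opposite in VCaP and LNCaP, and both comparisons use the R1881 libraries. Shared libraries as the whole cause are argued against by sets defined without 1 R1881 library, of which each member was then compared between that library and single BAY-155 libraries. Of the 9 median log2 differences the nearest to 0 was -0.206 for R1881-higher and 0.293 for R1881-lower genes in VCaP (SD of the 9 medians 0.0400 and 0.0449) and -0.121 and 0.476 in LNCaP (SD 0.0897 and 0.0552). For E2 in MCF7 such sets held too few genes, 6 to 11 higher and 1 to 6 lower, and the fixed list of estrogen-induced genes had an adjusted p of 0.0696 from camera with an estimated correlation, which leaves shared libraries open there. Whether BAY-155 acts on androgen genes without added hormone stays open. In 22RV1 the R1881-higher set of VCaP rose and its R1881-lower set fell, the direction of R1881 itself (p = 0.0128 and 0.00710 from camera with an estimated correlation). The sets of LNCaP did not pass there (0.448 and 0.909). The R1881-higher set of VCaP also rose in LoVo and MCF7 (0.00562 and 0.00979), so its rise was not particular to prostate cells. The androgen-induced list fell in 22RV1 with the preset correlation alone (adjusted p = 0.0961 from camera with an estimated correlation).
No gene passed in SW1463 or ZR-75-1 with edgeR, where 2279 and 1587 had an unadjusted p under 0.05 and DESeq2 called 55 and 13. Leaving out DMSO replicate 1 gave 702 genes in SW1463 and leaving out BAY-155 replicate 1 gave 151 in ZR-75-1, as a library apart from the others would give. With every library kept the replicate block called 346 and 79, so a shift shared by samples of 1 replicate number would give calls in the same way and stays open. Low depth is argued against by the median total of SW1463, 20037372 counts, which lies above that of 5 lines with over 200 calls. Across the lines the MEN1 level had a rho of 0.044 with the number of calls, which leaves its part open.
Genes shared by lines exceeded independent lists drawn evenly from all tested genes. In at least 4 lines 11 genes were higher (6, 9 and 5 without replicate 1, 2 or 3 of every arm), where the drawn lists gave at most 2. Such draws do not allow for genes that pass the thresholds more readily in any line, so that source of overlap stays open. Other splits of 3 against 3 samples are too few, at 10 or 4 per comparison, for a share under 0.05. The highest count of another split was 0 against 721 in JMSU-1, 585 in G401, 344 in LNCaP, 317 in MCF7, 363 in PANC-1, 355 in VCaP, 305 in MiaPaCa2, 28 in BT-474, 3234 for R1881 in VCaP and 1077 for R1881 in LNCaP, where for PANC-1, MiaPaCa2, BT-474, SW1463 and ZR-75-1 the splits that part all 3 pairs were counted. It was 1 against 257 in DLD-1 and 1 against 242 in 22RV1. In LoVo, 79 genes were called between BAY-155 1 with DMSO 1 and 2 and the other samples, against 33 in the real split, so 2 of 10 splits called as many. In SW1463 and ZR-75-1 all 4 splits called 0 as did the real one (edgeR, where 2279 and 1587 genes had an unadjusted p under 0.05 and DESeq2 called 55 and 13), and in ZR-75-1 a split that keeps 2 of the 3 pairs together, BAY-155 1 with DMSO 1 and 3, called 111, which points to a structure of these samples apart from treatment.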
